# Indole is an inter-species biofilm signal mediated by SdiA

**DOI:** 10.1186/1471-2180-7-42

**Published:** 2007-05-18

**Authors:** Jintae Lee, Arul Jayaraman, Thomas K Wood

## Abstract

**Background:**

As a stationary phase signal, indole is secreted in large quantities into rich medium by *Escherichia coli *and has been shown to control several genes (e.g., *astD*, *tnaB*, *gabT*), multi-drug exporters, and the pathogenicity island of *E. coli*; however, its impact on biofilm formation has not been well-studied.

**Results:**

Through a series of global transcriptome analyses, confocal microscopy, isogenic mutants, and dual-species biofilms, we show here that indole is a non-toxic signal that controls *E. coli *biofilms by repressing motility, inducing the sensor of the quorum sensing signal autoinducer-1 (SdiA), and influencing acid resistance (e.g., *hdeABD, gadABCEX*). Isogenic mutants showed these associated proteins are directly related to biofilm formation (e.g., the *sdiA *mutation increased biofilm formation 50-fold), and SdiA-mediated transcription was shown to be influenced by indole. The reduction in motility due to indole addition results in the biofilm architecture changing from scattered towers to flat colonies. Additionally, there are 12-fold more *E. coli *cells in dual-species biofilms grown in the presence of *Pseudomonas *cells engineered to express toluene *o-*monooxygenase (TOM, which converts indole to an insoluble indigoid) than in biofilms with pseudomonads that do not express TOM due to a 22-fold reduction in extracellular indole. Also, indole stimulates biofilm formation in pseudomonads. Further evidence that the indole effects are mediated by SdiA and homoserine lactone quorum sensing is that the addition of *N*-butyryl-, *N*-hexanoyl-, and *N*-octanoyl-*L*-homoserine lactones repress *E. coli *biofilm formation in the wild-type strain but not with the *sdiA *mutant.

**Conclusion:**

Indole is an interspecies signal that decreases *E. coli *biofilms through SdiA and increases those of pseudomonads. Indole may be manipulated to control biofilm formation by oxygenases of bacteria that do not synthesize it in a dual-species biofilm. Furthermore, *E. coli *changes its biofilm in response to signals it cannot synthesize (homoserine lactones), and pseudomonads respond to signals they do not synthesize (indole).

## Background

It has been established that cell-to-cell signaling plays a role in the formation of some biofilms. For example, cell signaling controls the production and secretion of exopolysaccharides for *Vibrio cholerae *biofilms [1]. This signaling may be complex as *V. harveyi *uses three cell-sensing signals including *N*-(3-hydroxybutanoyl) homoserine lactone (autoinducer-1, AI-1), furanosyl borate diester (AI-2), and a signal, synthesized by CqsA, whose structure is unknown [2]. In addition, the quorum sensing signal *N*-(3-oxododecanoyl)-*L*-homoserine lactone controls biofilm formation in *Pseudomonas aeruginosa *[3], and we have found that in vitro synthesized AI-2 stimulates directly *Escherichia coli *biofilm formation [4,5].

Indole is an extracellular signal in *E. coli *as it has been shown to regulate expression of *astD*, *tnaB*, and *gabT *in the stationary phase for planktonic cells [6]. Indole has also been shown to control multi-drug exporters in *E. coli *[7] as well as to regulate the pathogenicity island of pathogenic *E. coli *[8] (note tryptophanase activity has also been linked to killing of nematodes by *E. coli *but indole is not directly responsible for this effect [8]). Recently, indole has been shown to link plasmid multimerization and cell division [9]. Using DNA microarrays, we discovered that genes for the synthesis of indole (*tnaAL*) were induced by a stationary phase signal [10] and that the gene encoding tryptophanase, *tnaA*, was repressed 13-fold in 6-day-old *E. coli *biofilms in complex medium [11]. These results implied that indole plays a role in biofilm formation since biofilm cells most closely resemble stationary-phase cells [12,13]. Using two *E. coli *mutants *yliH *and *yceP*, we found that indole probably inhibits biofilm formation since these two mutations lead to biofilms with lower intracellular indole concentrations which leads to dramatic increases in biofilm formation and since the addition of extracellular indole reduced biofilm formation for these mutants [14]. In contrast, others have reported that indole induces biofilm formation in *E. coli *as the *tnaA *deletion decreased biofilm formation and the addition of indole restored it [15]. Hence, we sought here to explore this contradiction using DNA microarrays so that we could study the whole genome as well as use isogenic mutants to test our hypotheses. This approach has led to both the discovery and elucidation of the role of the biofilm regulators MqsR [4], BssR/BssS [14], Hha/YbaJ [16], and TqsA [5].

The physiological role of SdiA has been unclear in *E. coli *[17]. SdiA is a LuxR homologue that is a quorum-sensing-regulated transcription factor in *E. coli *[18]*; *in other bacteria, LuxR systems control density-dependent gene regulation through homoserine lactones but *E. coli *does not have a homoserine lactone synthase [19]. In *E. coli *O157:H7, SdiA has been shown to regulate virulence factors [20], and SdiA has been shown (by overexpressing SdiA from a plasmid) [21] to inhibit chemotaxis and motility genes in *E. coli *K-12, to repress *tnaA*, as well as to induce indole export via AcrEF [6]. Recently, it has been determined that SdiA responds to three different homoserine lactone signals [19,22], and that SdiA controls acid resistance via a synthetic homoserine lactone [23].

To investigate the role of indole in biofilms, the isogenic mutations *tnaA *(encoding tryptophanase), *trpE *(encoding anthranilate synthase component I), *tnaC *(encoding the tryptophanase leader peptide), and *trpL *(encoding Trp operon leader peptide) were used since they control indole synthesis in *E. coli *[24] (Fig. 1). It was found here that homoserine lactone quorum sensing is related to *E. coli *biofilms via SdiA, and that indole is an inter-species biofilm signal that may be manipulated by other bacteria. In addition, the regulation of biofilms via indole is linked to acid resistance via known paths (e.g., *hdeABD, gadABCEX*). It was also found that homoserine lactone signals repress *E. coli *biofilm formation.

**Figure 1:**
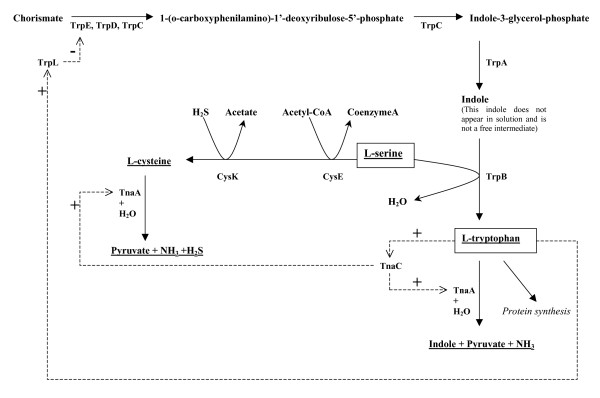
Major components of the tryptophan pathway. Dashed lines indicate regulation.

## Results

The goals of this research were to determine whether indole influences *E. coli *and *Pseudomonas *sp. biofilm formation (using crystal violet staining for rapid results and flow cells to examine biofilm architecture) and to determine the genetic basis of this influence through DNA microarrays and isogenic mutants. The concentration of indole used here (~500 μM) was not toxic to *E. coli *since the growth rate at 500 μM was reduced only by 7.6%.

### Tryptophan mutations and indole concentrations

The *trpE, tnaC*, and *tnaA *mutations in the tryptophan pathway (Fig. 1) reduced by a factor of 10 the intracellular indole concentration for *E. coli *K-12 in Luria-Bertani medium (LB) (Fig. 2). The *trpL *strain had 30% more intracellular indole compared to the wild-type strain (Fig. 2) since *trpL *encodes the attenuator (Fig. 1). In addition, extracellular indole concentrations were reduced for the *trpE, tnaC*, and *tnaA *mutations (Fig. 2, 450 μM reduced to 5 to 90 μM).

**Figure 2:**
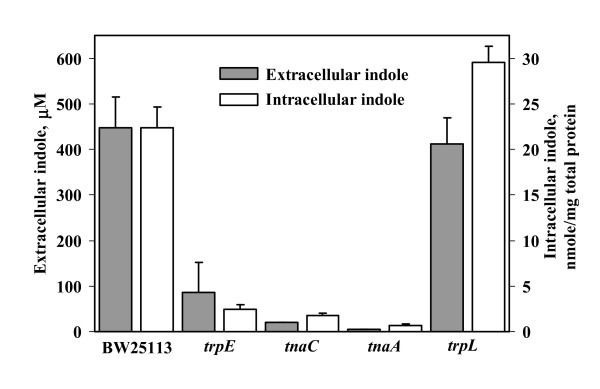
Intracellular and extracellular indole concentration in LB for BW25113, BW25113 *trpE*, BW25113 *tnaC*, BW25113 *tnaA*, and BW25113 *trpL*. Each experiment was performed in duplicate, and one standard deviation is shown.

### Biofilm formation

Since we have measured extracellular indole concentrations greater than 600 μM with wild-type K12 [14], we added 500 μM indole to *E. coli *K-12 in LB supplemented with 0.2 % (w/v) glucose (LB glu) and found it decreases biofilm formation in flow cells (Fig. 3). LB glu was chosen since it reduces background indole concentrations (due to catabolite repression of *tnaA *[25]) so that exogenous indole would have a greater effect. The addition of indole to the wild-type *E. coli *changed the biofilm architecture from scattered towers to flatter colonies (Fig. 3A/3B). COMSTAT analysis (Table 1) indicated biomass was reduced 40% and substratum coverage was increased 2.8-fold due to the flat nature of the biofilms with indole.

**Figure 3:**
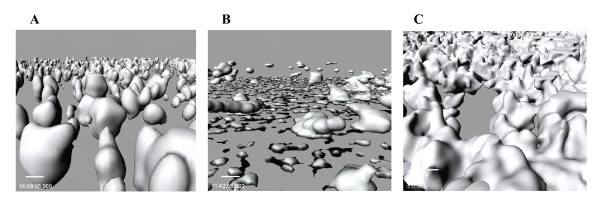
Biofilm formation in LB glu at 24 h in flow cells (A) with wild-type K-12 BW25113, (B) with wild-type K-12 BW25113 with 500 μM indole, and (C) with K-12 BW25113 *trpE*. Scale bar is 5 μm.

**Table 1:** Biofilm COMSTAT flow cell measurements for *E. coli *BW25113 and its isogenic mutants LB glu medium at 24 h and for the dual species (*E. coli/P. fluorescens*) biofilm in LB medium after 5 days

**Conditions**	**Strains**	**Biomass, μm^3^/μm^2^**	**Substratum coverage, %**	**Mean thickness, μm**	**Roughness coefficient**
Single species of BW25113 and its isogenic mutant	BW25113	9 ± 5	8 ± 9	24 ± 8	0.6 ± 0.4
	BW25113 with DMF (control for indole)	6.4 ± 3	6.5 ± 7	21 ± 8	0.5 ± 0.5
	BW25113 with 500 μM indole	4 ± 1.5	18 ± 6	25 ± 6	0.9 ± 0.6
	BW25113 *trpE*	30 ± 7	13 ± 6	46 ± 3.5	0.3 ± 0.1

Dual species with TOM	*P. fluorescens *2-79TOM/pHKT3	0.06 ± 0.05	0.90 ± 0.56	0.14 ± 0.13	1.97 ± 0.02
	*E. coli *K-12 XL1-Blue/pCM18	6.63 ± 2.67	21.52 ± 10.49	13.95 ± 5.67	0.90 ± 0.34

Dual species without TOM	*P. fluorescens *2-79/pHKT3	0.03 ± 0.01	0.64 ± 0.16	0.04 ± 0.02	1.99 ± 0.01
	*E. coli *K-12 XL1-Blue/pCM18	0.56 ± 0.51	1.81 ± 1.23	1.04 ± 0.68	1.87 ± 0.06

In 96 wells using crystal violet, addition of 1000 μM indole in LB at 30°C also decreased the 8 h biofilm of *E. coli *ATCC25404 by 46 ± 22%, of JM109 by 13 ± 8%, of TG1 by 77 ± 13%, and of XL1-Blue by 44 ± 7%. Hence, indole decreased *E. coli *biofilm formation.

We also explored biofilm formation with several tryptophan pathway mutants using the crystal violet stain method. Along with the *trpE, tnaC*, and *trpL *strains, a strain with the isogenic mutation *tnaA *was also studied for its effect on biofilm formation because these genes are required for the synthesis of indole [24] (Fig. 1). Deletion of *trpE *and *tnaC *(both decrease indole) increased biofilm formation in LB glu medium (Fig. 4) (5.4- and 3.9-fold at 24 h, respectively). As expected, addition of 500 and 1000 μM indole to these two mutants reduced biofilm formation in a dose-dependent response to wild-type levels (2.1- and 4.4-fold reduction for *trpE *and 1.3- and 3.5-fold for *tnaC*, respectively). These results show reducing intracellular indole concentrations increases biofilm formation in *E. coli*. They also corroborate our earlier results in which the addition of 250 μM indole reduced biofilm formation in the isogenic *yceP *and *yliH *mutants in LB and LB glu; these two strains overproduce biofilm as a result of reduced intracellular indole concentrations [14]. The deletion of *tnaA *did not affect biofilm formation in LB glu medium (Fig. 4) since *tnaA *is under catabolite repression.

**Figure 4:**
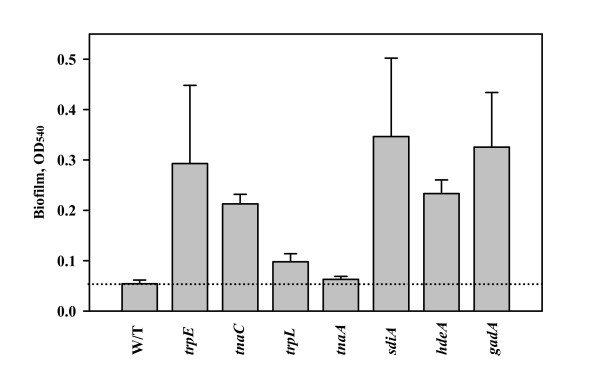
Effect of the *trpE*, *tnaC*, *trpL*, *tnaA, sdiA, hdeA*, and *gadA *mutations on biofilm formation in LB glu media. Biomass measured at 540 nm after 24 h. Each experiment was repeated two or four times, and one standard deviation is shown.

To verify the 96-well biofilm assay, biofilm formation in LB glu was tested in a continuous flow system for the *trpE *mutant (rather than the repressed *tnaA *mutant), and the changes in biofilm were quantified using COMSTAT [26]. The *trpE *mutant displayed similar results in the flow cell as compared to the 96 wells as its deletion increased biomass (3.3-fold) and thickness (2-fold) (Fig. 3A/3C, Table 1).

### Dual-species biofilms

Toluene *o-*monooxygenase (TOM) of the soil bacterium *Burkholderia cepacia *G4 converts indole into isoindigo [27]; hence, we hypothesized that if a bacterium other than *E. coli *degraded indole and if indole represses *E. coli *biofilm formation, then *E. coli *would be present in higher numbers in a biofilm that had another bacterium which expressed TOM. TOM was integrated into the chromosome of the *P. fluorescens *strain to diminish the metabolic burden of this locus [28] and because this strain does not produce indole. At day 7 in the flow cell with LB medium, the dual species with the *Pseudomonas *expressing TOM showed 2- to 5-fold more biofilm of red fluorescent protein (RFP) expressing *E. coli *K-12 ATCC25404/pGEM-T RFP than that in dual species without TOM in duplicate experiments (data not shown). Thus, including an organism that actively expressed TOM increased the amount of *E. coli *biofilm.

Similarly, when the *Pseudomonas *was tagged with RFP and *E. coli *with green fluorescent protein (GFP) so that both bacteria could be visualized, constitutive expression of TOM from the chromosome led to a 12-fold increase in *E. coli *biofilm after five days in the flow cell (Fig. 5 and Table 1). By expressing TOM to remove indole, both substratum coverage and mean thickness increased 10-fold; hence, sparse microcolonies became more mature colonies in the absence of the biofilm inhibitor indole. These corroborating sets of dual species biofilm results support our hypothesis that indole decreases biofilm formation with *E. coli*. Since a mixed biofilm formation of two species of *Pseudomonas *and *E. coli *was clearly observed (Fig. 5), this experiment also demonstrates that other bacteria may interfere with indole to control the biofilm formation of *E. coli*.

**Figure 5:**
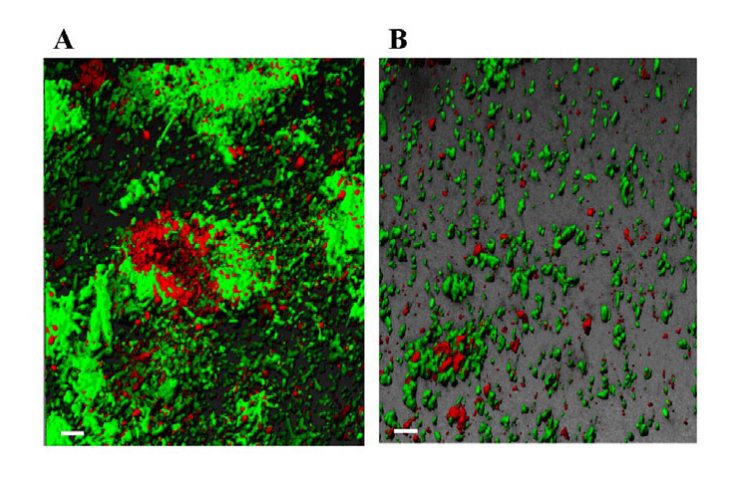
Biofilm formation in LB after 5 days in flow cells for (A) dual species of *E. coli *K-12 XL1-Blue/pCM18 (green due to GFP) and *P. fluorescens *2-79TOM/pHKT3 expressing TOM (red due to RFP), and (B) dual species of *E. coli *K-12 XL1-Blue/pCM18 (green due to GFP) and *P. fluorescens *2-79/pHKT3 (red due to RFP). Scale bar is 10 μm.

To ensure that extracellular indole is present, we ran the flow cell with wild-type K-12 alone and found that indole concentrations increase from 17 to 250 μM in 2 to 19 h then steadily decrease to 156 μM in 43 h, so substantial indole is present due to *E. coli *in our flow cells. Then, to show directly that the TOM-expressing pseudomonad decreased the indole levels, we measured extracellular indole at 8 h in LB medium (via high-pressure liquid chromatography, HPLC) for the RFP/GFP dual-culture system with TOM vs. no TOM and found that the indole concentration was decreased 22-fold (240 ± 16 μM for *E. coli *XL1-Blue/pCM18/*P. fluorescens *2–79/pHKT3 that lacks TOM vs. 11 ± 3 μM for *E. coli *XL1-Blue/pCM18/*P. fluorescens *2-79TOM/pHKT3 expressing TOM). The cell growth rate was 0.45 ± 0.02/h for *P. fluorescens *2-79/pHKT3 and 0.52 ± 0.02/h for *P. fluorescens *2-79TOM/pHKT3; hence, the extracellular indole concentrations were decreased by cloning TOM, and the changes in *E. coli *biofilm formation are due to a reduction in extracellular indole concentrations.

### Indole and pseudomonad biofilms

To determine if indole is a signal for pseudomonads, too, we added indole to *P. aeruginosa*. Indole at 500 μM increased biofilm formation 1.4-fold and 1000 μM increased biofilm formation 2.2-fold (crystal violet density 1.0 ± 0.2 vs. 2.2 ± 0.2); hence, indole, although not synthesized by *P. aeruginosa *(extracellular concentration was 0 μM), is a signal that stimulates biofilm in this strain. In addition, removing indole (1000 μM) by expressing TOM in *P. fluorescens *2–79 results in a 5.6-fold reduction in *P. fluorescens *biomass compared to *P. fluorescens *2–79 without TOM which indicates that indole stimulates biofilm formation in this pseudomonad (crystal violet density 0.45 ± 0.07 vs. 0.08 ± 0.01).

### External indole decreases motility and the deletion of *trpE *or *tnaC *increases motility

To investigate the cause of the reduction in biofilm due to indole, motility was studied since it positively influences biofilm formation in *E. coli *[29,30]. The deletion of *trpE *and *tnaC *increased motility (3.2-fold for *trpE *and 4.7-fold for *tnaC*) compared with the isogenic wild-type strain (Fig. 6). Therefore the reduction in intracellular indole concentration through the deletion of *trpE *and *tnaC *increases motility which leads to the increased biofilm formation; hence, indole decreases motility. To corroborate that indole decreases motility, the motility of wild-type *E. coli *and its *trpE *and *tnaC *mutants were tested upon addition of 500 μM indole; the addition of indole decreased motility by 30 to 40% for these strains (Fig. 6), so the enhanced motility due to a reduction of indole could be diminished by direct addition of indole. Hence, indole reduces motility in *E. coli*, and this reduced motility appears be one of causes of the reduced biofilm formation.

**Figure 6:**
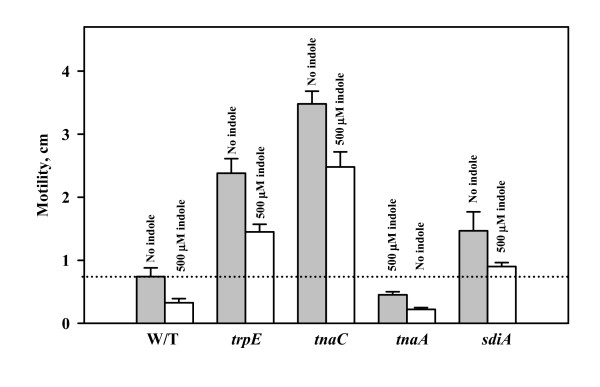
Effect of indole (500 μM) on the motility of BW25113 wild-type (W/T), BW25113 *trpE*, BW25113 *tnaC*, BW25113 *tnaA*, and BW25113 *sdiA*. Motility halos were measured at 8 h. Each experiment was repeated two or four times, and one standard deviation is shown. DMF (0.1 %, v/v) was used as a negative control.

### Indole is a global regulator in biofilm formation in *E. coli *through SdiA and acid resistance

To investigate the genetic basis of indole regulation of biofilms, we performed three sets of microarray experiments: (i) direct addition of 600 μM indole to K-12 *yceP *in LB glu since this strain has elevated biofilm formation due to low intracellular indole and the biofilm responds to added indole [14] (note two independent sets of microarrays were used for this experiment), (ii) a comparison of K-12 *trpE *vs. K-12 wild-type in LB glu since the *trpE *cells had reduced indole and had elevated biofilm in LB glu at 24 h, and (iii) K-12 *tnaA *vs. K-12 wild-type in LB since the *tnaA *cells also had little detectable indole in this medium. 

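Biofilm RNA of BW25113 strains was measured on 7 arrays that cover 6 conditions. The yceP mutant in LB glu was hybridised with DMF alone, the solvent of indole, on 1 array and with 600 μM indole on 2 arrays. Wild type in LB glu, trpE in LB glu, wild type in LB and tnaA in LB each had 1 array. Cells grew on 10 g of glass wool in 250 ml of medium for 24 h at 37°C. The authors computed 1 signal intensity per probe set with the Affymetrix MAS5 software, on a linear scale, and scaled each array to an average of 500. These signals were used without further normalization, and ratios were taken on the log2 scale for the 4345 probe sets that name a gene. The floor was set at the 90th percentile of the signals of araA, araB, araD, rhaA, rhaB and rhaD, which the genotype of the strain lists as deleted, and came to 614. A gene with one side of a comparison at or under the floor is given as a bound, and a gene with both sides there is given no fold by the floor. The araD probe set read 513.2 to 809.6 and the rhaD probe set 477.8 to 615.2 on every array, whereas the other 4 stayed between 8.6 and 239.1, and the tables do not tell whether those probe sets report deleted sequence. The floor therefore takes in 66.5 to 73.3% of the genes of an array, and ratios with no floor are given beside it. The comparison of indole with DMF was tested with limma, with Benjamini-Hochberg adjustment, over the 1258 genes whose mean signal reached the floor. The spread in that fit comes from the pair of indole arrays alone (1 residual degree of freedom), and the DMF array is assumed to vary like them. For trpE and tnaA a ratio compares 1 array with 1 array, so it has no replicate check. The change p-value of the Affymetrix software could not be applied, since it needs probe-level data.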

Glass wool was used to increase the surface area so that RNA could be readily obtained for the microarrays. The most significantly induced and repressed genes are shown in Table 2. 

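With indole, the gene of Hha, a nucleoid-associated regulator, and its neighbour ybaJ rose on both arrays. The genes ymgB and ycgZ of the ymgB locus and ycdF had lower signals on both arrays. The signal of hha (b0460) was 998.4 with DMF and 5762 and 5525 with indole, a log2 ratio of 2.50 (standard error 0.29, adjusted p = 0.032 from limma). That of ybaJ (b0461) went from 971 to 4264 and 4773, a log2 ratio of 2.22 (standard error 0.29, adjusted p = 0.038 from limma). For ymgB (b1166) the log2 ratio was -2.15 on each array, and the adjusted p of 0.053 from limma did not pass. The log2 ratio of ycgZ was -2.03 on replicate 1 and -1.35 on replicate 2, and ycdF was 3.09-fold lower. Other genes had higher signals without passing limma, among them the toxin gene mqsR (2.58-fold), the heat-shock protease gene htpX (2.50-fold), the cold-shock gene cspA (2.41-fold), yejG (2.40-fold) and the envelope gene yebE (2.18-fold). Across the 81 genes of Table 2, the log2 ratios with no floor had an r with the paper's reported folds of 0.972 for indole, 0.916 for trpE and 0.976 for tnaA, where genes are not independent replicates.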

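Genes of acid resistance were among those lower with indole, and transfer RNA genes were among those higher in both mutants. Indole addition to the yceP mutant gave 20 genes with higher and 25 genes with lower signals, the latter led by gadC, hdeA, gadA and gadE. Leaving out replicate 1 gave 53 higher and 43 lower, and leaving out replicate 2 gave 36 in all. The trpE array had 39 genes higher and 18 lower than wild type in LB glu. The superoxide dismutase gene sodA was 4.18-fold lower there (4634 in wild type, 1108 in trpE), the regulator gene soxS at least 1.61-fold lower, and the RNase P RNA gene rnpB 2.90-fold higher. The tnaA array had 28 genes higher and 8 lower than wild type in LB, and the genes measured as lower above the floor included cysK (2.83-fold), ycfP (2.57-fold) and xseB (2.29-fold). By the test of limma for indole, 4 genes passed at an adjusted p under 0.05, of which hha and ybaJ rose and gadC and gadA fell, and 95 had an unadjusted p under 0.05. Without a trend of the spread on signal in limma no gene passed (79 at an unadjusted p under 0.05). With no floor the counts were 35 higher and 47 lower for indole, 74 and 54 for trpE, and 50 and 363 for tnaA. With the floor, scaling each array to the same median gave 31 higher and 27 lower for trpE and 58 and 7 for tnaA, and quantile normalization gave 29 and 21, and 8 and 10.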

Thirteen, 43, and 34 genes were differentially induced (greater than 2 fold) and 17, 21, and 141 genes were differentially repressed (greater than 2 fold) upon indole addition, deleting *trpE*, or deleting *tnaA*, respectively.

**Table 2:** Partial list of genes induced and repressed more than 2-fold after 24 h in (i) K-12 *yceP *biofilms upon addition of 600 μM indole in LB glu medium (experiment performed in duplicate, and one standard deviation is shown), (ii) K-12 biofilms due to the *trpE *mutation in LB glu medium, and (iii) K-12 biofilms due to the *tnaA *mutation in LB medium.

**Gene**	**b #**	**Fold change upon indole addition**	**Fold change upon *trpE *deletion**	**Fold change upon *tnaA *deletion**	**Description**	**Protein Size, aa**
**Transcription**						
*sdiA*	*b*1916	**2.9 ± 0.8**	1.0*	1.2	AHL transcriptional activator (LuxR/TraR family)	240
*ygaV*	*b*2667	**2.2 ± 0.2**	1.1*	-1.1*	hypothetical protein	99
*soxS*	*b*4062	**2.3 ± 0.3**	**-2.8**	-1.2	regulation of superoxide response regulon	107
*cspA*	*b*3556	1.8 ± 0.4	**-4.6**	-1.2*	cold shock protein 7.4, transcriptional activator of hns	70
*mtlR*	*b*3601	1.3* ± 0.4	**-2.6**	-1.4*	MtlR transcriptional repressor	195
*yjcT*	*b*4084	-1.1* ± 0.1	1.5*	**-3.5**	D-allose kinase	309
*rhoL*	*b*3782	**2.2 ± 0.1**	-1.1*	1.1*	rho operon leader peptide	33
**Cell motility and secretion**						
*hha*	*b*0460	**4.9 ± 0.0**	-1.4	-1.4	haemolysin expression modulating protein	72
*ybaJ*	*b*0461	**5.2 ± 0.8**	-1.1*	1.0*	conserved hypothetical protein	124
*mqsR*	*b*3022	**2.8 ± 0.7**	1.1*	1.4	master regulator of chemotaxis via AI-2; interacts with QseB	98
*sfmA*	*b*0530	-1.3* ± 0.1	1.0*	**-2.3**	putative fimbrial-like protein	191
*sfmC*	*b*0531	-1.1* ± 0.1	-1.1*	**-2.3**	putative chaperone	230
*sfmH*	*b*0533	-1.2* ± 0.1	1.1*	**-2.0**	fimbrial assembly protein	325
*flgA*	*b*1072	1.1* ± 0.1	1.2*	**-2.1**	flagellar biosynthesis; assembly of basal-body periplasmic P ring	219
*yehA*	*b*2108	1.1* ± 0.0	-1.1*	**-2.1**	hypothetical protein	344
*yhcA*	*b*3215	1.1* ± 0.0	-1.7	**-2.0**	putative chaperone	224
*yfcP*	*b*2333	1.1* ± 0.1	1.3*	**-2.0**	putative fimbrial-like protein	179
**Colanic acid synthesis genes**						
*ypdI*	*b*2376	-1.2* ± 0.2	1.3*	**-2.5**	YpdI colanic acid synthesis lipoprotein	91
**Acid resistance**						
*gadE*	*b*3512	**-4.3 ± 1.4**	-1.6	1.1*	activator of acid resistance genes and putative LuxR transcriptional activator	175
*gadA*	*b*3517	**-4.0 ± 1.3**	**-2.3**	1.2*	glutamate decarboxylase A, isozyme, PLP-dependent	466
*gadB*	*b*1493	**-2.8 ± 0.7**	**-2.6**	1.2*	glutamate decarboxylase isozyme	466
*gadC*	*b*1492	**-3.7 ± 0.0**	-1.6	1.2*	acid sensitivity protein, putative transporter, encoding a γ-aminobutyrate antiporter	511
*gadX*	*b*3516	**-2.0 ± 0.4**	-1.2	-1.2	activator of *gadA *and *gadBC*	274
*hdeA*	*b*3510	**-4.8 ± 0.2**	**-2.3**	1.0*	periplasmic chaperone of acid-denatured protein	110
*hdeB*	*b*3509	**-3.9 ± 0.6**	**-2.3**	1.2*	10K-L protein, periplasmic protein related to acid resistance protein	112
*hdeD*	*b*3511	**-3.0 ± 0.5**	-1.6	-1.5	protein involved in acid resistance	190
**Phage-related genes**						
*cspI*	*b*1552	1.8 ± 0.7	1.0*	**-3.7**	Qin prophage; cold shock-like protein	70
*ypjF*	*b*2646	1.4* ± 0.2	1.2*	**-12.1**	CP4-57 prophage	109
*ymfI*	*b*1143	1.1* ± 0.1	1.1*	**-5.7**	E14 prophage	113
*ydaY*	*b*1366	1.0* ± 0.0	1.0*	**-4.6**	Rac prophage	119
*ydfP*	*b*1553	-1.2* ± 0.2	1.2*	**-2.6**	Qin prophage	165
*ydfE*	*b*1577	1.0* ± 0.1	1.3*	**-2.5**	Qin prophage	255
*yeeV*	*b*2005	-1.5* ± 0.5	1.1*	**-2.5**	CP4-44 prophage	124
*stfE*	*b*1157	1.4* ± 0.4	-1.1*	**-2.3**	E14 prophage; putative tail fiber protein	166
*b*1364	*b*1364	1.2* ± 0.1	1.1*	**-2.3**	Rac prophage	93
*yfjW*	*b*2642	1.4* ± 0.4	-1.1*	**-2.1**	CP4-57 prophage	567
*yeeU*	*b*2004	1.0* ± 0.0	-1.1*	**-2.0**	CP4-44 prophage; putative structural protein	122
*yfjT*	*b*2637	-1.4* ± 0.6	1.1*	**-2.0**	CP4-57 prophage	155
*ynaE*	*b*1375	1.8 ± 0.6	-1.9	**-2.0**	Rac prophage	88
**Amino acid transport and metabolism**						
*tnaA*	*b*3708	1.7 ± 0.0	-1.3*	**-14.9**	tryptophan deaminase, PLP-dependent	476
*tnaC*	*b*3707	1.5 ± 1.1	1.1*	**32.0**	tryptophanase leader peptide	24
*mtr*	*b*3161	-1.1* ± 0.1	-1.3	**-5.7**	Mtr tryptophan ArAAP transporter	414
*aroP*	*b*0112	1.0* ± 0.0	-1.2*	**-5.3**	AroP phenylalanine/tyrosine/tryptophan APC transporter	457
*proC*	*b*0386	-1.2 ± 0.0	1.0*	**-3.0**	pyrroline-5-carboxylate-reductase	269
**Carbohydrate transport and metabolism**						
*melB*	*b*4120	1.2* ± 0.1	1.1*	**-7.5**	melibiose permease II	469
*eno*	*b*2779	**-1.9 ± 0.2**	-1.2*	1.1*	Enolase	432
*yegB*	*b*2077	-1.2* ± 0.2	1.1*	**-3.2**	multidrug transport protein (MFS family)	
*prpB*	*b*0331	**-2.4 ± 0.6**	-1.1*	1.0*	putative carboxyphosphonoenolpyruvate mutase	296
**Other metabolism**						
*htrL*	*b*3618	**2.2 ± 0.1**	1.1*	-1.2*	involved in lipopolysaccharide biosynthesis	290
*pyrG*	*b*2780	**-2.2 ± 0.2**	1.0*	1.0*	CTP synthetase	545
*pheL*	*b*2598	-1.2 ± 0.1	**-4.9**	**2.3**	chorismate mutase-P-prephenate dehydratase leader peptide	15
*yodA*	*b*1973	1.5 ± 0.4	1.0*	**-7.5**	cadmium-induced metal binding protein	216
*chaA*	*b*1216	-1.4* ± 0.4	1.2*	**-7.0**	sodium-calcium/proton antiporter	366
*nhaA*	*b*0019	-1.2* ± 0.0	-1.4	**-3.2**	Na+/H antiporter, pH dependent	388
*ybdS*	*b*0612	-1.3* ± 0.3	-1.2*	**-3.2**	citrate carrier	487
**Energy production and conversion**						
*rsxA*	*b*1627	1.1* ± 0.0	-1.1*	**-14.9**	integral membrane protein of SoxR-reducing complex	193
*ynbA*	*b*1408	1.1* ± 0.0	1.4*	**-4.6**	putative diacylglycerol cholinephosphotransferase	203
**Posttranslational modification, protein turnover, chaperones**						
*htpX*	*b*1829	**2.8 ± 1.1**	-1.1*	1.1*	heat shock protein, integral membrane protein	293
**Translation**						
*ksgA*	*b*0051	-1.9 ± 0.6	-1.3*	**-3.0**	S-adenosylmethionine-6-N',N'-adenosyl (rRNA) dimethyltransferase	273
*infA*	*b*0884	1.0* ± 0.1	-1.3*	**-3.0**	protein chain initiation factor IF-1	72
**Defense mechanisms**						
*soda*	*b*3908	1.2* ± 0.3	**-3.2**	1.1*	superoxide dismutase, manganese	206
**Poorly-characterized genes**						
*ycfR*	*b*1112	**2.7 ± 0.8**	1.0*	-1.4	hypothetical protein	85
*ylaD*	*b*0459	**2.3 ± 0.3**	1.0*	-2.8*	maltose O-acetyltransferase	183
*yebE*	*b*1846	**2.4 ± 0.1**	1.1*	-2.1	hypothetical protein	219
*yncJ*	*b*1436	**2.7 ± 0.5**	-1.1*	-1.2	hypothetical protein	76
*yejG*	*b*2181	**2.4 ± 0.4**	-1.5	-1.2*	hypothetical protein	114
*ybjM*	*b*0848	-1.3* ± 0.3	-1.4	**-8.6**	hypothetical protein	125
*b*0309	*b*0309	-1.5* ± 0.6	-1.4	**-4.6**	hypothetical protein	70
*ypjB*	*b*2649	1.1* ± 0.0	1.2*	**-3.7**	hypothetical protein	263
*apaG*	*b*0050	**-2.2 ± 0.9**	-1.3	**-3.7**	hypothetical protein	125
*ydiY*	*b*1722	-1.1* ± 0.1	1.2*	**-3.5**	hypothetical protein	252
*ymfA*	*b*1122	-1.1* ± 0.1	1.0*	**-3.5**	hypothetical protein	156
*yeiU*	*b*2174	1.2* ± 0.1	-1.2*	**-3.0**	hypothetical protein	249
*yahO*	*b*0329	**-1.8 ± 0.4**	1.3	1.3	hypothetical protein	91
*psiF*	*b*0384	**-1.9 ± 0.3**	-1.1*	-1.3	induced by phosphate starvation; pho regulon member, requiring phoRB system	112
*ycdF*	*b*1005	**-2.0 ± 0.1**	1.1*	-1.2	hypothetical protein	76
*yciG*	*b*1259	**-2.1 ± 0.1**	1.2*	1.6	hypothetical protein	78
*ycgZ*	*b*1164	**-2.9 ± 0.6**	1.3	1.7	hypothetical protein	78
*ymgC*	*b*1167	**-2.1 ± 0.3**	1.2*	1.5	hypothetical protein	82
*ymgA*	*b*1165	**-2.4 ± 1.3**	1.1	1.7	hypothetical protein	90
*ymgB*	*b*1166	**-5.2 ± 1.3**	1.2	1.5	hypothetical protein, putative acid-resistance protein	88

Full data available using GEO accession number 4562. Asterisk indicates p value greater than 0.05 (data are less reliable but included for completeness). Negative values indicate repressed genes. b # indicates the Blattner number for each gene. Boldface indicates most significant fold changes.

Notably SdiA was one of the most-induced genes (2.9-fold) upon addition of 600 μM indole (Table 2). 

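SdiA (b1916), a LuxR-type regulator, was under the floor on every array without indole, and its signal was higher on both arrays with indole than with DMF. The signal was 350.8 with DMF and 693.4 and 1039 with indole. Against the floor this is at least 1.38-fold higher, and with no floor it is 2.42-fold higher (log2 ratios 0.98 and 1.57). With no floor it stood at rank 14 of 4345 genes from the highest mean log2 ratio, and 10 of the 13 genes above it were over the floor on at least 1 array. The mean signal of sdiA did not reach the floor, so limma did not test it. In the trpE mutant its log2 ratio to wild type was 0.14 and in the tnaA mutant 0.10, with both sides under the floor. For the cell division gene ftsQ, whose promoter the paper uses as a reporter of SdiA, the log2 ratio was -0.18 (standard error 0.31, adjusted p = 0.939 from limma). With that standard error a modest fall cannot be told from none. The paper reports a fall of its reporter with indole, but from a plasmid in another strain with more indole, so the 2 measures are unlike. The log2 ratios of the efflux genes acrA and acrB were -0.29 and -0.20, each of them above 0 on replicate 1 and below 0 on replicate 2. Of 26 genes of multidrug export none was over 2-fold apart by the floor, but the mean signal of only 7 reached it. Their median log2 ratio with no floor was -0.06. The introduction of the paper names 3 genes as regulated by indole in planktonic stationary-phase cells, a state unlike these biofilms. Here astD had a log2 ratio of -0.57, gabT -0.15 and tnaB 0.07, where tnaB was under the floor with DMF (279.8).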

Since SdiA is predicted to inhibit chemotaxis and motility based on microarrays [21], it was expected that a *sdiA *deletion should lead to enhanced motility and biofilm formation. Corroborating our microarray results, the motility of the isogenic *sdiA *strain was increased 2.0 ± 0.6-fold, and biofilm formation was increased 6 ± 2-fold in LB glu at 37°C at 24 h (Fig. 4) and increased 3.5-fold in LB at 30°C at 24 h. In addition, for short time experiments (8 h), the *sdiA *mutation caused a 51-fold increase biofilm formation at 30°C in LB (absorbance at 540 nm of 1.53 ± 0.07 vs. 0.03 ± 0.01); however, there was no change in biofilm formation upon deleting *sdiA *at 37°C with LB. Hence, SdiA represses motility and biofilm formation.

As expected, the addition of 1000 μM indole to the *sdiA *mutant in LB glu did not appreciably decrease its elevated biofilm levels (data not shown). Hence, indole induces expression of SdiA which appears to result in SdiA repressing biofilm formation by decreasing motility. Similarly, the *trpE *mutation, which diminishes intracellular indole, led to both increased biofilm (Fig. 3C) and motility (Fig. 6) indicating again that indole is a biofilm inhibitor that controls biofilms by reducing motility. However, the addition of indole also decreased motility of the *sdiA *mutant (Fig. 6) so that other factors are involved in the motility reduction with indole. Recently, it has been reported that indole is responsible for delaying cell division, and addition of 4 mM indole stopped *E. coli *cell division [9]. Therefore, we propose that indole may decrease motility through cell division interference.

### Indole controls *sdiA*-mediated transcription

To corroborate that indole influences SdiA and the genes it controls, we tested the ability of indole to alter SdiA-influenced transcription of the *ftsQ2p *(or *ftsQp*_2_) promoter; this promoter is one of the few promoters SdiA is known to directly induce [19,31]. The addition of 1000 μM indole to *E. coli *UT481/pCX39 led to a 33 ± 15% (average of five independent cultures) decrease in *ftsQ2p *expression which agrees with the 30% reduction seen by García-Lara et al. [31] due to the unknown stationary-phase factor. Therefore, indole affects SdiA-mediated transcription. As expected, indole addition to the isogenic *sdiA *mutant (*E. coli *WX2/pCX39) had no effect on *ftsQ2p *expression (the absolute level of β-galactosidase was also 48% lower in this mutant); hence, indole either binds SdiA directly or through some intermediate and regulates SdiA-mediated transcription in the absence of acyl-homoserine lactones.

### Homoserine lactones and *E. coli *biofilm formation

Since SdiA binds four different homoserine lactone signals that *E. coli *cannot synthesize [22,23], we tested the ability of homoserine lactone signals to control biofilm formation to cement the link between SdiA and biofilms. As with indole, adding three naturally-occurring homoserine lactone signals (*N*-butyryl-*DL*-homoserine lactone [32], *N*-hexanoyl-*DL*-homoserine lactone [33], and *N*-octanoyl-*DL*-homoserine lactone [33]) inhibited K-12 biofilm formation in LB medium in a dose-dependent manner without inhibiting growth by 25%, 27%, and 18%, respectively; however, the isogenic *sdiA *mutant does not respond to the homoserine lactone signals. *N*-(3-oxooctaneoyl)-*DL*-homoserine lactone, *N*-decanoyl-*DL*-homoserine lactone, and *N*-dodecanoyl-*DL*-homoserine lactone did not change biofilm formation of either the wild type and *sdiA *mutant. These results were repeated 5 times for *N*-butyryl-*DL*-homoserine lactone and each time there was consistent and significant reduction in *E. coli *biofilm formation as long as SdiA was present. Also, the addition of 10 μM *N*-butyryl-*DL*-homoserine lactone caused a 40 ± 7% increase in *ftsQ2p *expression which confirms the homoserine lactone signal binds SdiA, while the addition of the 10 μM *N*-butyryl-*DL*-homoserine lactone to the isogenic *sdiA *mutant had no effect on *ftsQ2p *expression. Hence, *E. coli *responds to homoserine lactone signals by altering its biofilm formation and it does so through SdiA.

### Indole and acid resistance

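In the yceP biofilm, genes of glutamate-dependent acid resistance had lower signals with 600 μM indole than with DMF, on both arrays for each gene. The antiporter gene gadC (b1492) fell most, and the decarboxylase gene gadA (b3517) also fell. The signal of gadC was 4344 with DMF and 634.9 and 604.8 with indole, the latter just under the floor. This is a 7.01-fold lower signal, or at least 6.95-fold at the floor (log2 ratio -2.81, standard error 0.29, adjusted p = 0.028 from limma). The signal of gadA was 3762 with DMF and 728.9 and 824.9 with indole (log2 ratio -2.28, standard error 0.30, adjusted p = 0.038 from limma). The regulator gene gadE (b3512) was 4.80-fold lower, with log2 ratios of -2.51 and -2.01, and its adjusted p of 0.053 from limma did not pass. The second decarboxylase gene gadB (b1493) had log2 ratios of -1.66 and -1.04 (adjusted p = 0.499 from limma). The smallest difference was in the regulator gene gadX (b3516), 1.53-fold lower (adjusted p = 0.739 from limma).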

Indole addition also repressed the glutamate decarboxylase acid-resistance genes *gadABCEX *2- to 4-fold (Table 2). GadABC are regulated by GadE and protect *E. coli *at pH 2 and below which allows the bacterium to colonize the gastrointestinal tract [34]. Also, the other known acid-resistance genes and *hdeABD *(which function as chaperones to prevent aggregation of periplasmic proteins under extremely acidic conditions [35]) were repressed 3- to 5-fold by indole (Table 2). Hence, we surmised that indole decreases acid resistance. This hypothesis was tested using LB medium at pH 2.5 and found that the *trpE *mutant (which produces 10 times less indole, Fig. 2) was 53 times less sensitive to pH 2.5 than the wild-type, while *sdiA *mutant showed 17-fold less survival (Fig. 7). 

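The periplasmic acid chaperone genes hdeA and hdeB and the membrane protein gene hdeD had lower signals on both indole arrays. The signal of hdeA (b3510) was 9240 with DMF and 1974 and 1811 with indole, 4.89-fold lower (standard error 0.40 on the log2 scale, adjusted p = 0.115 from limma). For hdeB (b3509) the log2 ratio was -1.73 (adjusted p = 0.265 from limma). The signal of hdeD (b3511) was 1169 with DMF and under the floor on both indole arrays, so it was at least 1.90-fold lower, and 3.42-fold with no floor (adjusted p = 0.343 from limma). Over the 8 acid-resistance genes gadABCEX and hdeABD, the median log2 ratio with no floor was -2.02, lower than in all of 10000 random lists of the same size matched on mean expression. Of these 8 genes 2 passed limma over all genes and 7 when adjusted over the list alone. Without a trend of the spread on signal in limma, none passed over all genes. The study chose the 8 genes on these arrays, so the list is not independent evidence. Of 17 other genes of acid resistance, fixed without the arrays, 12 were below 0 with a median of -0.20, and the chaperone gene hchA alone was over 2-fold lower. From the lower expression of the gad and hde genes, the paper surmises that indole decreases acid resistance, a hypothesis it then tested by survival at low pH (Fig. 7).

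**Figure D1:**
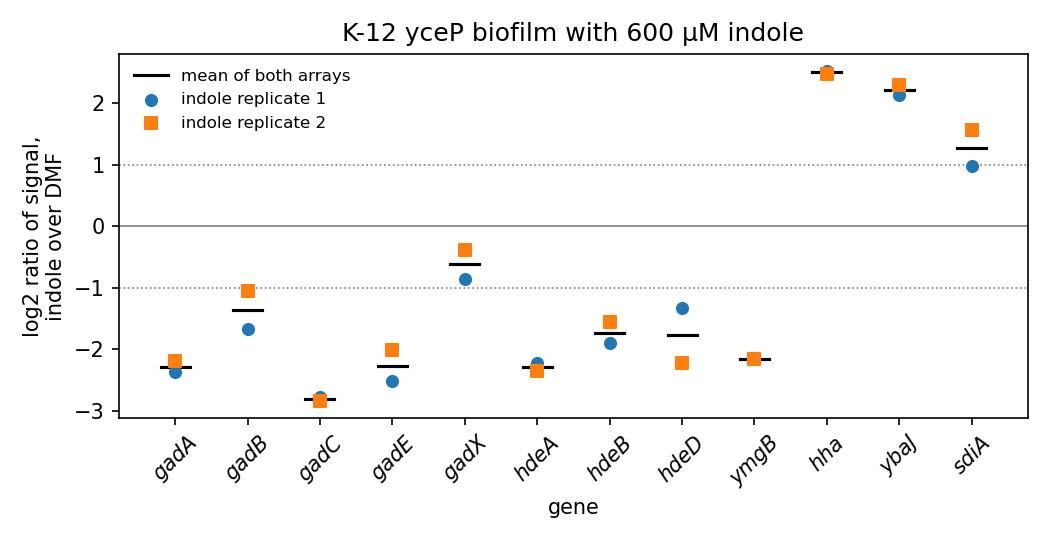
The log2 ratio of signal, indole over DMF with no floor, for 12 genes of the K-12 yceP biofilm; each gene has a circle for replicate 1, a square for replicate 2 and a bar for their mean, with the solid line at a log2 ratio of 0 and dotted lines at 1 and -1. The bars of gadA, gadC, gadE, hdeA and ymgB lie under -2, that of gadX at -0.62, and those of hha and ybaJ above 2.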

As expected, the positive controls, cells with *hdeA *and *gadA *mutations displayed increased acid sensitivity (Fig. 7). To show clearly that indole is directly related to acid resistance, we investigated whether indole addition affects *E. coli *K-12 survival at pH 2.5. Addition of 2 mM indole to the wild-type strain decreased survival by 350 to 650-fold. However, addition of 2 mM indole to the *sdiA *mutant did not appreciably change acid survival (3.9-fold decrease for *sdiA *mutant). The results also support our hypothesis that indole controls biofilm formation and acid resistance via SdiA.

**Figure 7:**
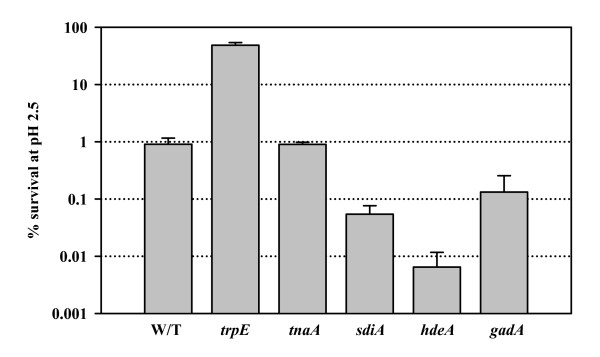
Acid resistance of BW25113 wild-type (W/T) and various knockout mutants in LB medium (pH 2.5) at 37°C. Each experiment was repeated two or four times and one standard deviation is shown.

### *tnaA *and *trpE *microarrays

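On the tnaA array, genes with low signals in wild type mostly had still lower signals, and strongly expressed genes had slightly higher ones. Among the 10% of genes with the lowest wild-type signal (median signal 172.4), the median log2 ratio with no floor was -0.31, with 89 genes over 2-fold lower and 13 higher. In the 10% with the highest (median signal 2219) it was 0.23, with 8 genes lower and 20 higher. The median over all genes was -0.16 with the signals as deposited, and 0.05 when each array was scaled to the same median. With a floor, tnaA had 36 genes over 2-fold apart in all, trpE 57 and indole 45, and with no floor 413, 128 and 82. The indole counts use the mean of 2 arrays, and on 1 array alone were 36 or 96 with the floor and 53 or 286 with none. After quantile normalization with no floor, tnaA had 33 genes higher and 120 lower. An excess of lower signals was also seen between the 2 indole arrays, of one condition. With no floor, 17 genes were higher and 123 lower on replicate 2. Genes called present by the Affymetrix software made up 73.4% of the probe sets on the tnaA array and 86.2% on the wild-type array in LB.

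**Figure D2:**
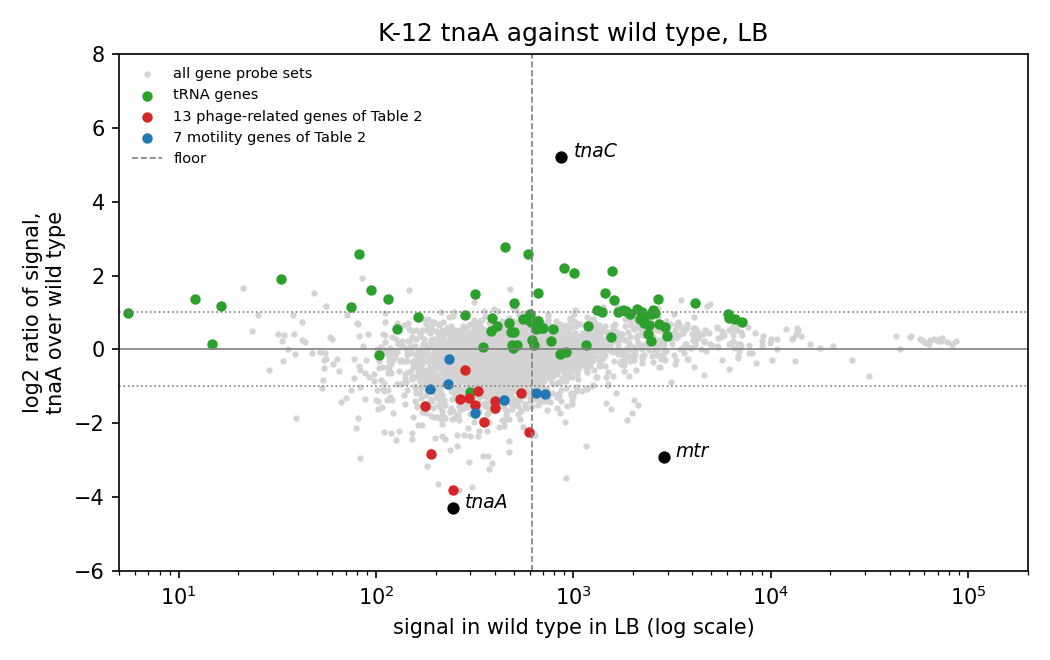
The log2 ratio of signal, tnaA over wild type in LB with no floor, against the signal in wild type on a log scale, with 1 grey point per gene probe set (4344 drawn, 1 outside the axes); green points are tRNA genes, red points the 13 phage-related and blue points the 7 motility genes of Table 2, and black points tnaC, mtr and tnaA; the dashed line marks the floor and the dotted lines log2 ratios of 1 and -1. The red points lie left of the floor and below 0, and tnaC stands alone at 5.21.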

The deletion of *tnaA *led to more extensive differential gene expression compared to the deletion of *trpE *and indole addition to the *yceP *mutant. 

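The leader peptide gene tnaC had by far the largest difference on the tnaA array, and genes of tryptophan uptake and synthesis had lower signals. The signal of tnaC (b3707), which lies upstream of tnaA, was 868.6 in wild type in LB and 32201 in tnaA, 37.1-fold higher. That of mtr (b3161) was 2868 in wild type and 377.7 in tnaA, at least 4.67-fold lower against the floor and 7.59-fold lower with no floor. The trp operon leader gene trpL read 190.9 in tnaA, at least 1.89-fold lower, and trpE of the same operon was at least 1.24-fold lower. The aromatic amino acid transporter gene aroP had signals of 470.5 and 85, both under the floor. Of 26 genes of tryptophan and aromatic amino acids, 5 are the deleted tnaA and genes of Table 2 that the study chose on these arrays (aroP, pheL, mtr and tnaC). Over the other 21 the median log2 ratio with no floor was -0.69 (percentile 0.01 among 10000 random lists matched on mean expression), with 7 genes over 2-fold lower and none higher. After quantile normalization this median was -0.43, with 5 genes over 2-fold lower. These are differences between 1 array and 1 array, although in limma, with the spread of the indole arrays, tnaC was the 1 gene that passed for tnaA.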

As expected, *tnaC *was highly induced (32-fold, Table 2) indicating high concentrations of tryptophan arise when TnaA is not active. *mtr*, which encodes the tryptophan importer [36], was also downregulated, again supporting that tryptophan concentrations were high. 

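Genes of cryptic prophages had low signals in wild type in LB and lower signals still on the tnaA array. This held for each of cspI, ypjF, ymfI, ydaY, ydfP, ydfE, yeeV, stfE, b1364, yfjW, yeeU, yfjT and ynaE. The signals of ypjF were 245.7 in wild type and 17.7 in tnaA, those of ymfI 189.4 and 26.5, those of ydaY 593.4 and 125.3, and those of the cold-shock gene cspI 401 and 134. Every one of these 13 genes was under the floor on both arrays, so none has a fold by the floor. With no floor, all 13 had a log2 ratio below 0 and 12 were over 2-fold lower, all but ynaE (log2 ratio -0.57), with a median of -1.51. The study chose these genes on the same arrays, so they are not independent evidence. Among the 145 genes of 6 cryptic prophages, taken by their place on the chromosome, are all 13 of them. The other 132 had a median of -0.44, with 111 genes below 0, 19 over 2-fold lower and 1 higher (percentile 0.09 among 10000 random lists matched on mean expression). Scaled to the same median it was -0.22, with 90 genes below 0, and after quantile normalization -0.15, with 79 below 0. After quantile normalization with no floor, 5 of the 13 genes were over 2-fold lower.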

The repression of 13 phage-related genes (Table 2) upon deleting *tnaA *suggests a possible link in biofilm formation and phage-related genes as reported previously in *P. aeruginosa *[37]. The repression of seven motility genes in the *tnaA *mutant (Table 2) may be the reason the *tnaA *mutant does not increase biofilm formation despite low intracellular indole (Fig. 2). In addition, 22 translation and RNA genes were induced in the *tnaA *mutant, and 36 translation and RNA genes were also induced in the *trpE *mutant.

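The fimbrial genes sfmA and sfmC and the flagellar gene flgA, among others, had lower signals on the tnaA array than in wild type in LB. The signals of sfmC were 317.2 in wild type and 96.4 in tnaA, and those of sfmA 445.3 and 172.8. Those of flgA were 646.4 and 283.7, at least 1.05-fold lower against the floor, and those of yehA 719.2 and 314.3, at least 1.17-fold lower. The other members of the 7 motility genes of Table 2 were under the floor on both arrays, and no member was over 2-fold lower by the floor. With no floor all 7 had log2 ratios below 0, from -1.72 for sfmC to -0.25 for yhcA, and 5 were over 2-fold lower. The study chose these genes on the same arrays. Of 52 flagella and chemotaxis genes outside these 7, 45 were below 0 with a median of -0.33 (percentile 10.2 among random lists matched on mean expression) and 4 were over 2-fold lower. Scaled to the same median it was -0.12, and after quantile normalization -0.11. Of 18 curli and fimbriae genes outside the 7, 4 were over 2-fold lower, with a median of -0.52 (percentile 12.8), or -0.31 and -0.24 under the same 2 scalings. After quantile normalization with no floor, 1 of the 7 motility genes stayed over 2-fold lower. From the lower motility genes, the paper proposes a possible reason why the tnaA mutant forms no more biofilm although its intracellular indole is low. The arrays are in LB, whereas its biofilm result for tnaA is in LB glu (Fig. 4). For LB glu the paper also names catabolite repression of tnaA.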

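Transfer RNA genes had higher signals on the tnaA and the trpE array than on the wild-type array in the same medium. Of 79 tRNA genes, 75 were above 0 on the tnaA array with a median log2 ratio of 0.84, and 59 on the trpE array with a median of 0.46. By the floor, 18 tRNA genes were over 2-fold higher and 0 lower in tnaA, and 19 higher and 2 lower in trpE. The leucine tRNA gene leuP was 4.60-fold higher in tnaA, valY 4.40-fold and leuT 4.21-fold, and in trpE leuQ was 3.79-fold, gltV 3.66-fold and gltW 3.54-fold higher. The probe sets of these tRNA genes can be shared between near-identical copies. Over the genes of ribosomal proteins, translation factors, tRNA and ribosomal RNA, without other noncoding RNAs such as ffs and rnpB, 18 were over 2-fold higher in tnaA and 35 in trpE, or 32 and 27 with arrays scaled to the same median and 7 and 21 after quantile normalization. The 18 ribosomal RNA genes differed between the mutants, with a median of 1.14 in trpE and 0.24 in tnaA, and the 5S gene rrfA was 3.68-fold higher in trpE. Quantile normalization put their median at -0.03 in trpE and at 0 in tnaA and between the indole arrays, where on every array these genes were among the 22 with the highest signals. The 54 ribosomal protein genes had a median of 0.37 in tnaA (0.06 after quantile normalization) and -0.34 in trpE, where rpmG was 2.96-fold lower. Between the 2 indole arrays, which share their condition, the medians were -0.31 for tRNA genes and 0.92 for ribosomal RNA genes, with 4 tRNA genes over 2-fold higher and 6 lower by the floor.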

To corroborate further the microarray results (i.e., the genes identified as differentially-expressed in the microarrays should impact biofilm formation upon deletion), two independent cultures of the isogenic *E. coli *K-12 mutants *gadA *and *hdeA *were tested for altered biofilm formation using the 96-well crystal violet assay in LB and LB glu medium. Notably, the most significant changes occurred in LB glu medium where there were significant increases in biofilm (Fig. 4).

## Discussion

In this study we demonstrate that both indole and *N*-acylhomoserine lactones are signals in the formation of *E. coli *biofilms. Indole extracellular concentrations are significant in rich culture broths, and it appears indole negatively regulates *E. coli *biofilm formation by reducing motility (Fig. 6) and by influencing acid resistance. The differences in the architecture upon indole addition (Fig. 3A/3B) are most likely due to differences in cell motility since we have found differences in *E. coli *biofilm architecture between strains with different motility phenotypes [30], and the architecture of the strain without indole displayed similarities with high-motility strains while architecture with indole was similar to the architecture for low motility strains. Hence, just as one needs an accelerator as well as a brake to control an automobile, it appears *E. coli *cells control biofilm formation using an inducer (AI-2 [4]) as well as a repressor (indole). In contrast, indole stimulates biofilm formation for *P. aeruginosa*.

Along with stimulating pseudomonad biofilm formation, the two sets of dual-species biofilm results demonstrate that indole is an interspecies signal that can be manipulated by other bacteria (note there are 27 genera with a putative tryptophanase with a 30% identity to that of *E. coli*). This type of signal manipulation has been shown for AI-2 with *E. coli *and *V. harveyi *[38] as well as for homoserine lactone with *Erwinia carotovora *and *Bacillus thuringiensis *[39]; hence, competition and control for signals appears to be intense in biofilms. This competition extends beyond procaryotes as eucaryotes are well known for manipulating the quorum sensing signals of bacteria, too. For example, algae block bacterial biofilm formation by controlling both homoserine lactone and AI-2 signaling via furanones [40], and mammals (including humans) block homoserine lactone signaling via lactonase in sera [41]. Furthermore, it appears that the mechanism by which procaryotes (such as the pseudomonads in this study) manipulate the biofilm signal indole is through the relaxed substrate range of many dioxygenases and monooxygenases found in bacteria that bring about indole hydroxylation [27]; i.e., we propose that some of the oxygenases bacteria use for catabolism [42] have also evolved to regulate concentrations of the inter-species signal indole by removing it via precipitation: competitors that wish to remove indole simply oxidize it in one step to indigo which is insoluble and hence leaves the system.

The results presented here are also important in that they show clearly a connection between homoserine lactone signaling and biofilm formation in *E. coli*. This implies that *E. coli *uses the homoserine lactone signaling pathway to monitor at least indole and homoserine lactone compounds (this report) as well as uses the AI-2 signaling pathway [4,5] to control biofilms. Hence, although *E. coli *does not produce its own homoserine lactone via a signal synthase, it uses its homoserine lactone transcriptional regulator (SdiA) to monitor indole-producing strains as well as to monitor strains like *P. aeruginosa *(produces *N*-butyryl-*L*-homoserine lactone [32]), *P. syringae *(produces *N*-hexanoyl-*L*-homoserine lactone [33]), and *P. fluorescens *(produces *N*-octanoyl-*L*-homoserine lactone [33]). In addition, two groups have found SdiA induces the multi-drug efflux pump AcrAB of *E. coli *[18,21], and AcrAB has been hypothesized to control the efflux of quorum signals [18]. Given that we demonstrated TqsA of *E. coli *controls the efflux of the quorum signal AI-2 [5], and others demonstrated MexAB-OprM of *P. aeruginosa *controls the efflux of the quorum signal *N*-(3-oxododecanoyl)-*L*-homoserine lactone [43,44], it appears indole via its control of SdiA, may also control the efflux of quorum signals as well as control antibiotic resistance [7].

It needs to be ascertained whether indole itself binds to SdiA which has now been shown to bind four homoserine lactones [22,23]. The induction of *sdiA *upon addition of indole (ascertained through our microarrays), the decrease in *sdiA*-mediated transcription upon indole addition (shown via the β-galactosidase reporter of the *ftsQ2p *promoter), the lack of response in biofilm formation upon addition of homoserine lactones by the *sdiA *mutant, the lack of change in acid resistance upon indole addition by the *sdiA *mutant, and the fact that exogenous indole did not reduce the biofilm of the *sdiA *mutant, all suggest indole may bind SdiA. Furthermore, our results indicate that the extracellular factor first seen by García-Lara et al. [31] in an AI-2 minus background, which was shown to regulate the *ftsQ2p *cell division promoter via SdiA and to regulate *sdiA*, is indole. Significantly, indole and the AHLs have opposing effects on acid resistance and *ftsQ2p *transcription: indole reduced *ftsQ2p *transcription as well as reduced acid resistance but *N*-butyryl-*DL*-homoserine lactone increased *ftsQ2p *transcription in this study. Furthermore, *N*-decanoyl-*DL*-homoserine lactone is known to increase *ftsQ2p *transcription [45], and *N*-hexanoyl-*L*-homoserine lactone enhances acid resistance by inducing *gadA *more than 120-fold [23]. Hence, these results indicate different roles of indole and AHLs on acid-resistance via SdiA. Also, since indole controls biofilm formation through SdiA, these are some of the first results with SdiA showing a phenotypic change in *E. coli *K12 [46]. Since indole and *N*-butyryl-*DL*-homoserine lactone showed a marginal effect on plasmid-encoded *ftsQ2p *expression as previously reported [31,45], measurement of *ftsQ2p *expression from its natural position in the chromosome [19] would be required to corroborate our results.

We also propose that the DNA microarray analysis here provides insight into how the bacteria of the gastrointestinal (GI) tract may help to restrict access to pathogens and how it may regulate acid resistance, motility, and biofilm formation of non-pathogenic bacteria. An increase in extracellular indole in the GI tract by non-pathogenic bacteria may repress genes that encode regulators such as *gadX *(Table 2) and thereby reduce virulence in the duodenum since GadX activates virulence genes there [47]. Also, it appears that non-pathogenic *E. coli *may turn off acid resistance genes (*gad *and *hde *operons, Table 2) in the presence of indole in the weak basic gut flora since they are no longer needed, so indole serves to regulate acid resistance. Also, this increase in indole may serve to regulate motility in a complex manner (Table 2) and allow cells to form a biofilm. 

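Flagella and chemotaxis genes had low signals in the yceP biofilm, and none was over 2-fold apart with indole. Of 53 genes, 36 had a log2 ratio below 0, with a median of -0.07 and no floor (percentile 4.15 among 10000 random lists matched on mean expression). The chemoreceptor gene tar, with a signal of 663.4 with DMF, read 636 on replicate 1 and 268.1 on replicate 2. The motor gene motB was under the floor on every array of this comparison, at 209.6 with DMF and 135.3 and 137.2 with indole. Limma tested 6 of the 53 genes, since the mean signal of the rest did not reach the floor, and none passed over all genes or when adjusted over the list alone (0 at an unadjusted p under 0.05). The 21 curli and fimbriae genes had a median of -0.19 with no floor, and none was over 2-fold apart by the floor. The mean signal of none of them reached the floor, so that count says little. In the trpE mutant the flagella and chemotaxis genes had a median of 0.18 (0.06 with arrays scaled to the same median), with 42 above 0 and none over 2-fold apart, where the median of all genes was 0.08.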

We speculate that the extracellular levels of indole increase only *after *the non-pathogenic biofilms have reached a certain critical thickness so that indole may decrease motility in the colonizing pathogenic bacteria and allow them to be more effectively removed from the gastrointestinal tract (indole is a negative chemoattractant for *E. coli *O157:H7, unpublished results). The pathogen *E. coli *O157:H7 may use indole as a signal since SdiA represses expression of the virulence factors EspD and intimin [20]. In addition, indole from bacteria is absorbed into body [48] so it easy to imagine that cells of the gastrointestinal tract may also manipulate indole levels to control bacteria.

Since we found extracellular concentration of indole decreases for K-12 cultures from 450 ± 70 μM to 15 ± 6 μM upon the addition of glucose to LB medium due to catabolite repression of *tnaA *[25], some of the results here and in our earlier reports [5,14,16,49] may need to be interpreted in light of changes in indole concentrations. For example, out of 93 isogenic knockout mutants identified with temporal biofilm microarrays, 70 mutants showed a more distinctive change in biofilm formation relative to the wild-type strain in LB glu medium compared to LB medium [49]. Here, the K-12 *trpE*, *tnaC*, *trpL*, *gadA*, and *hdeA *mutants had more significant biofilm changes in LB glu (Fig. 4, where indole concentrations are minimal) compared to LB.

It is becoming clear that prokaryotes and eucaryotes signal not only themselves but also one another; for example, there appears to be crosstalk between *E. coli *O157:H7 and cells of the gastrointestinal tract through the hormones epinephrine and norepinephrine (catecholamines) [50]. Other hormones are also present in the gastrointestinal tract including melatonin [51] and serotonin [52]; both are neural hormones which maintain homeostasis and both reduce chlamydial infection [53]. In addition, plants use indole 3-acetic acid as their main hormone (for cell growth, division, tissue differentiation, and response to light and gravity), and bacteria interrupt this eucaryotic signaling by using indole-3-acetic acid as a source of carbon, nitrogen, and energy [54]. All five hormones, such as indole, indole-3-acetic acid, serotonin, melatonin, and epinephrine, have indole-like chemical structures (Fig. 8); hence, although it is highly speculative, it is intriguing to ponder whether indole was incorporated into the metabolism of eucaryotic hosts (plants and animals) and is the archetypal hormone.

**Figure 8:**
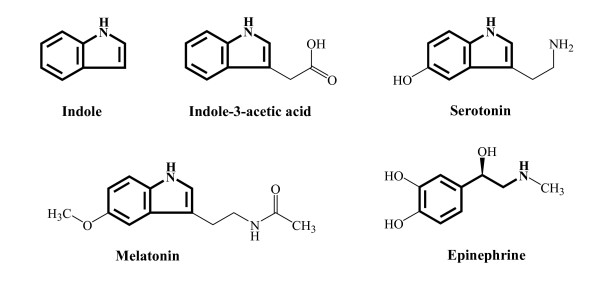
Indole, melatonin, serotonin, epinephrine, and indole-3-acetic acid. Indole motifs are in bold.

## Conclusion

Indole is shown to clearly inhibit *E. coli *biofilm formation and DNA microarrays were used to determine that the mechanism of this inhibition is through SdiA. Indole is an interspecies biofilm signal as it is also shown here that it regulates pseudomonad biofilms, and it is shown that this signal can be manipulated by non-specific oxygenases in a dual-species biofilm to control the population of each bacterium. For the first time, it is also shown that both *E. coli *and pseudomonads respond to biofilm signals they do not synthesize.

## Methods

### Bacterial strains, materials and growth

The strains and plasmids used are listed in Table 3. LB [55] was used to pre-culture all the *E. coli *cells. LB glu was used for the single species biofilm experiments whereas LB was used for the dual species. To determine indole toxicity, *E. coli *K-12 was grown with 0 to 500 μM indole with dimethylformamide (DMF) added at 0.1% (v/v) to all samples. The *N*-acylhomoserine lactones were purchased from Aldrich (Allentown, PA).

**Table 3:** Strains and plasmids used. Amp^R^, Erm^R^, Tet^R^, and Km^R ^are ampicillin, erythromycin, tetracycline and kanamycin resistance, respectively.

**Strains and Plasmids**	**Genotype**	**Source**
**Strains**		
*E. coli *K-12 BW25113	*lacI*^q ^*rrnB*_*T14 *_Δ*lacZ*_WJ16 _hsdR514 Δ*araBA*-D_AH33 _Δ*rhaBAD*_LD78_	[67]
*E. coli *K-12 BW25113 Δ*trpE*	K-12 Δ*trpE::*Km^R^, defective in anthranilate synthase component I	[67]
*E. coli *K-12 BW25113 Δ*tnaC*	K-12 Δ*tnaC::*Km^R^, defective in the tryptophanase leader peptide	[67]
*E. coli *K-12 BW25113 Δ*trpL*	K-12 Δ*trpL::*Km^R^, defective in the *trp *operon leader peptide	[67]
*E. coli *K-12 BW25113 Δ*tnaA*	K-12 Δ*tnaA::*Km^R^, defective in tryptophan deaminase	[67]
*E. coli *K-12 BW25113 Δ*gadA*	K-12 Δ*gadA::*Km^R^, defective in the acid resistance gene glutamate decarboxylase A	[67]
*E. coli *K-12 BW25113 Δ*hdeA*	K-12 Δ*hdeA::*Km^R^, defective in acid resistance	[67]
*E. coli *K-12 BW25113 Δ*sdiA*	K-12 Δ*sdiA::*Km^R^, defective in sensing autoinducer-1	[67]
*E. coli *K-12 ATCC 25404	wild-type	ATCC
*E. coli *K-12 ATCC25404/pGEM-T RFP	Amp^R^, RFP^+^	this work
*E. coli *K-12 XL1-Blue/pCM18	*recA1, lac, endA1*, *gyrA96, thi, hsdR17*, supE44, *relA1/*F' *proAB*^+^, *lacI*^*q*^, *lacZ*ΔM13, Tn10 Tet^R^, Erm^R^, GFP^+^	this work
*E. coli *UT481/pCX39	Δ*lac-pro met pro zzz::*Tn*10 thy supD *r_K_^- ^m_K_^-^/*ftsQ2p::lacZ*, Amp^R^	[31]
*E. coli *WX2/pCX39	Δ*lac-pro met pro zzz::*Tn*10 thy supD *r_K_^- ^m_K_^- ^m_K_^- ^m_K_^-^/*ftsQ2p::lacZ*, Δ*sdiA::*Km^R^, Amp^R^	[31]
*E. coli *JM109	*recA1 supE44 endA1 hsdR17 gyrA96 relA1 thi *Δ(*lac-proAB*) F' *[traD36 proAB*^+^*lacI*^*q*^*lacZ*Δ*M15]*	[68]
*E. coli *TG1	*supE hsd*Δ5 *thi *Δ(*lac-proAB*) F' [*traD*36 *proAB*^+^*lacI*^*q *^*lacZ*ΔM15]	[55]
*P. aeruginosa *PAO1	wild-type	T. McDermott
*P. fluorescens *2–79	wild-type (NRRL B-15132) TOM^-^	[28]
*P. fluorescens *2-79TOM	*P. fluorescens *2–79 TOM^+^, Km^R^	[28]
*P. fluorescens *2-79TOM/pHKT3	TOM^+^, Km^R^, Tet^R ^RFP^+^	this work
*P. fluorescens *2–79/pHKT3	TOM^-^, Tet^R ^RFP^+^	this work

### Crystal violet biofilm assay

This assay was adapted [29]; *E. coli *was grown in polystyrene 96 well plates at 37°C for one day without shaking in LB glu medium except for the homoserine lactone experiment which was conducted at 30°C in LB medium. *P. aeruginosa *and *P. fluorescens *were cultured in LB at 30°C. Each data point was averaged from twelve replicate wells (six wells from two independent cultures) and the standard deviations were calculated. Plates were processed after 24 hours. The experiments were performed two or four times using independent cultures.

### Single-species biofilms in flow cells

The inocula and biofilm growth medium was LB glu supplemented with 300 μg erythromycin ml^-1 ^to maintain pCM18 [56] to retain the constitutive GFP vector for visualizing the biofilm; 50 μg kanamycin ml^-1 ^was used for the inocula of the *trpE *and *tnaC *mutants. The biofilm was formed at 37°C in a continuous flow cell and visualized with confocal microscopy as described previously [30]. The inocula were diluted to a turbidity of 0.05 at 600 nm and used to seed the flow cell for 2 h at 10 ml h^-1 ^before fresh LB glu erythromycin medium was added at the same flow rate. To study the effect of indole, indole in DMF was added at 500 μM upon inoculation and in the continuous feed; DMF was added as the negative control to the no-indole flow cell. The initial inoculum was 1.9 to 7.7 × 10^7 ^cells ml^-1^.

### Dual-species biofilms in flow cells

*E. coli *K-12 ATCC25404 harboring pGEM-T RFP, derived from pGEM-T (Promega, Madison, WI) and containing the constitutively expressed RFP, was cultured with either *P. fluorescens *2-79TOM (expresses constitutively toluene *o-*monooxygenase to convert indole to isoindigo [28]) or *P. fluorescens *2–79 as the negative control. TOM activity of *P. fluorescens *2-79TOM was determined to be 0.37 nmol/min mg protein using a naphthalene to naphthol assay based on HPLC [57]. LB medium with 100 μg ampicillin ml^-1 ^to maintain plasmid pGEM-T RFP was used to form biofilms at 32°C in the continuous flow cell (the two *P. fluorescens *strains were naturally-resistant to 100 μg ampicillin ml^-1^). RFP allowed visualization of the *E. coli *biofilm by excitation at 546 nm and emission at 590 nm. The experiment was performed in duplicate.

In a second dual-species biofilm system, both pseudomonads contained RFP via the broad-host-range plasmid pHKT3 [58] and *E. coli *K-12 XL1-Blue was used with GFP from pCM18 [56]; in this way, both bacteria were tagged with a flourophore. TOM was active in *P. fluorescens *2-79TOM/pHKT3 (RFP) (0.24 nmol/min mg protein). Also, the addition of TOM to *P. fluorescens/*pHKT3 did not reduce its growth rate. LB medium supplemented with 20 μg tetracycline ml^-1 ^(to maintain plasmid pHKT3 and to select for the *E. coli *host) was used to form biofilms at 32°C in the continuous flow cell (pCM18 was stable in *E. coli *without antibiotics but not in *P. fluorescens*). RFP allowed visualization of the *P. fluorescens *biofilm by exciting with a HeNe laser at 543 nm (emission 590 – 680 nm) and GFP allowed visualization of the *E. coli *biofilm by exciting with a Ar laser at 488 nm (emission 510 – 530 nm) using a TCS SP5 scanning confocal laser microscope with a 63x HCX PL FLUOTAR L dry objective with correction collar and numerical aperture of 0.7 (Leica Microsystems, Mannheim, Germany). Overnight cultures of both bacteria were diluted to a turbidity of 0.05 at 600 nm and used to inoculate the flow chamber for two hours at 10 ml h^-1 ^(roughly 2.6 × 10^7 ^cells ml^-1^). Fresh LB medium with 20 μg tetracycline ml^-1 ^was then introduced at the same flow rate and circulated for 7 days.

### Flow cell image analysis

Color confocal flow cell images were converted to gray scale [30], and biomass, substratum coverage, surface roughness, and mean thickness were determined using COMSTAT image-processing software [26] as described previously [30]. At each time point, from five to nine different positions were chosen for microscope analysis and 25 images were processed for each point. Values are means of data from the different positions at the same time point, and standard deviations were calculated based on these mean values for each position. Simulated three-dimensional images were obtained using IMARIS (BITplane, Zurich, Switzerland). Twenty-five pictures were processed for each three-dimensional image.

### Motility assay

LB overnight cultures were used to assay motility in plates containing 1% (w/v) tryptone and 0.25% (w/v) NaCl and 0.3% (w/v) agar [59]. The motility halos were measured at 8 h. When the effect of indole on motility was tested, indole (500 μM) dissolved in DMF was added to the motility agar. DMF (0.1%, v/v) was added as the negative control. Each experiment was performed two or four times using two independent cultures with each culture evaluated in triplicate. Also, it was confirmed that the motility with 0.1% (v/v) DMF was nearly identical to motility without DMF.

### Biofilm total RNA isolation for DNA microarrays

For all 3 sets of microarray experiments, 10 g glass wool (Corning Glass Works, Corning, N.Y.) were used to form biofilms [11] in 250 ml in 1 L Erlenmeyer shake flasks which were inoculated with overnight cultures diluted that were 1:100. For K-12 *yceP *with indole, 600 μM indole in 150 μL DMF or 150 μL DMF alone were added to cells grown in LB glu. For K-12 *tnaA *vs. K-12 wild-type, cells were grown in LB, and for K-12 *trpE *vs. K-12 wild-type, cells were grown in LB glu. The cells were shaken at 250 rpm and 37°C for 24 hours to form biofilms on the glass wool, and RNA was isolated from the biofilm as described previously [11].

### DNA microarrays

The *E. coli *Genechip antisense genome array (Affymetrix, P/N 900381) which contains probe sets for all 4290 open reading frames (ORF), rRNA, tRNA, and 1350 intergenic regions was used to study the differential gene expression profile for indole addition and for the *tnaA *and *trpE *mutants compared to the isogenic wild-type K-12 in a mature biofilm as described previously [4]. Hybridization was performed for 16 h and the total cell intensity was scaled automatically in the software to an average value of 500. The data were inspected for quality and analyzed according to the procedures described in Data Analysis Fundamentals which includes using premixed polyadenylated transcripts of the *B. subtilis *genes (*lys, phe, thr, dap*) at different concentrations. Also, as expected, there was insignificant *tnaA *and *trpE *mRNA signals in the biofilm of the *tnaA *and *trpE *mutants, and the completely-deleted *E. coli *K-12 BW25113 genes *araA *and *rhaA *showed insignificant mRNA levels. 

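The deleted genes had low signals on the arrays of their own mutants. The tnaA probe set read 12.5 on the tnaA array, 245.6 in wild type in LB, 257.5 in wild type in LB glu and 289.1 in trpE. The trpE probe set read 137.9 on the trpE array, 494.7 in wild type in LB glu and 759.7 in wild type in LB, but also 282 on the tnaA array. The yceP probe set read 39.1 with DMF and 48.2 and 55.2 with indole on the yceP arrays, and 2211 to 3136 on the other 4 arrays. Over the 7 arrays araA read 44.4 to 173.7 and rhaA 8.6 to 67.4. The labels of the arrays therefore match the deletion in every mutant strain. The wild-type signals of tnaA and, in LB glu, of trpE were themselves under the floor, so no fold is given for them by the floor.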

Genes were identified as differentially expressed if the expression ratio was greater than 2 and the change p-value is less than 0.05 since the standard deviations were 1.0 and 1.2 from duplicate experiments for indole, 1.4 for *tnaA*, and 1.2 for *trpE*. 

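The pair of indole arrays is the only replicate pair, and the leucine tRNA gene leuP was among the genes that differed between these arrays. By the floor, 7 genes were over 2-fold higher and 9 lower on replicate 2 than on replicate 1, and with no floor 17 and 123. LeuP had log2 ratios to DMF of 0.26 on replicate 1 and 2.31 on replicate 2. The toxin gene yafQ had 0.95 and 1.86, and ymgA -1.22 and -0.15. The log2 signals of the pair had an r of 0.921 across genes and differences with an SD of 0.41. The title of replicate 2 marks it as a repeat, and the paper used 2 independent sets of arrays. Replicate 1 was therefore taken to share its set with the DMF array, which the sample titles do not state. On that reading the ratio of replicate 1 is the one within a set. With no floor, 53 genes were over 2-fold from DMF on replicate 1 and 286 on replicate 2. Counted by the floor on one array alone, 14 genes were higher and 22 lower on replicate 1, and 53 higher and 43 lower on replicate 2. A DMF array of the second set was not analysed here.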

The gene functions were obtained from the National Center for Biotechnology Information database [60] and from the EcoCyc database [61,62]. The expression data for the biofilm samples have been deposited in the NCBI Gene Expression Omnibus [63] and are accessible through GEO Series accession number GSE4562 [64,65].

### Indole and β-galactosidase assays

Extracellular and intracellular indole concentrations from cells in LB medium were measured spectrophotometrically in duplicate as described previously [14] by modifying the protocol of Kawamura-Sato et al. [66]. Also, the spectrophotometric indole assay was corroborated with reverse-phase HPLC using a 100 × 4.6 mm Chromolith Performance RP-18e column (Merck KGaA, Darmstadt, Germany) and gradient elution with H_2_O-0.1% (v/v) formic acid and acetonitrile as the mobile phases at a flow rate of 1 ml min^-1 ^(65:35 for 0–5 min, 35:65 for 5–12 min, and 65:35 at 12 min). Under these conditions, the retention time for indole was 5.9 min, and the absorbance maximum was 271 nm.

*E. coli *UT481 harboring pCX39 (*ftsQ2p::lacZ*) and *E. coli *WX2 (*sdiA*-) harboring pCX39 (*ftsQ2p::lacZ*) [31] was grown at 30°C with 100 μg ampicillin ml^-1 ^from diluted overnight cultures to a turbidity of 1.0 or 2.0 at 600 nm. The β-galactosidase activities were calculated based on a protein concentration of 0.24 mg protein ml^-1 ^O.D_600_^-1 ^as reported previously [49].

### Acid resistance assay

This assay was adapted [35]. Overnight cultures grown for 19 h in LB were re-grown to mid-log phase in LB (turbidity at 600 nm of 1), and the culture was diluted 40-fold into phosphate-buffered saline (pH 7.2) or LB (pH 2.5) at 37°C. *E. coli *in LB (pH 2.5) was incubated at 37°C for 1 h without shaking. Indole was also added during the acid challenge to determine its effect. The percentage of cells surviving the acid treatment was calculated as the number of colony forming units (CFU) ml^-1 ^remaining after acid treatment divided by the initial CFU ml^-1 ^at time zero.

## Authors' contributions

JL designed research, performed experiments, analyzed the data, and helped draft the manuscript. AJ participated in the design of the study. TKW conceived the study, designed experiments, analyzed data, and wrote much of the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

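RNA from 24-h biofilm cells of K-12 BW25113 was measured on 7 Affymetrix E. coli antisense arrays in 6 conditions: yceP in LB glu with DMF (1 array) or with 600 μM indole (2 arrays), wild type in LB glu, trpE in LB glu, wild type in LB and tnaA in LB (1 array each). Conditions were taken from the sample labels and the methods of the paper, and the deleted genes were checked on every array.

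The deposited values are signal intensities, 1 per probe set, which the authors computed with the MAS5 software and scaled so that the trimmed mean of each array is 500. They are linear, not log2 values, and were neither centred nor normalized further by the authors. The table holds 7312 probe sets, of which 4345 name a gene by its Blattner number, 2886 are intergenic, 22 are controls and 59 match sequences that these strains lack. Of the gene probe sets, 4183 were named by RefSeq and 162 kept the name on the array. The probe annotation gives 1 gene symbol for 3804 probe sets, several for 594 and none for 2914, so genes were matched by Blattner number. The probe sets of 126 genes can be shared between near-identical copies, mostly tRNA and ribosomal RNA genes. 5 signals are listed at 0.

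Depth on these arrays is signal over background. The authors' reports call 97.2% of 7211 probe sets present for yceP with DMF, 96.3% and 91.5% for the indole arrays, 97.4% for wild type and 93.2% for trpE in LB glu, and 86.2% for wild type and 73.4% for tnaA in LB. The scale factors run from 1.6 (wild type in LB) to 12.2 (indole replicate 2). The median signal of the probe sets for absent sequences was 12.1 to 40.5. The number of arrays limits the precision of every value.

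Ratios were taken on log2 signals. The choices of floor, test, gene lists and named genes, and the alternatives to them, were written before the data were examined, except where the closing section says otherwise. The floor was the 90th percentile, over all arrays, of the signals of the 6 genes araA, araB, araD, rhaA, rhaB and rhaD. The strain table of the paper lists all of them as deleted in BW25113, while its text names araA and rhaA alone, and whether the araD and rhaD probe sets report deleted sequence is not known from the files. The floor came to 614, because these 2 probe sets gave signal on every array, and 66.5 to 73.3% of the genes of an array are at or under it. It was kept as set. Ratios with no floor, which had also been planned, are printed beside it, and a floor of 178 from araA, araB, rhaA and rhaB was added after the values were seen. Genes were counted as over 2-fold apart when the ratio at the floor was above 2, and for indole when the mean log2 ratio was and both arrays had the same direction. The paper's criterion of a change p-value needs probe-level data and was not applied.

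The indole comparison was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, two-sided, Benjamini-Hochberg adjustment), in 1 fit of all 7 arrays with 6 condition means. The fit has 1 residual and 6.16 prior degrees of freedom. It tested 1258 genes with a mean signal at or above the floor and left 3087 untested. All other comparisons set 1 array against 1 array. Limma contrasts for them from the same fit borrow the spread of the indole pair and were run as alternatives. For 25 gene lists, 2 of which the study chose for tnaA and 1 for indole on these arrays, the median log2 ratio with no floor was set against 10000 random lists of the same size matched on mean expression. For tnaA, the lists of prophages, of flagella and chemotaxis, of curli and fimbriae and of tryptophan and aromatic amino acids are given without tnaA and the genes that the study chose on these arrays, a choice made after the values were seen. The lists name 10 genes that are not on the array. The other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

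The genes named are those of Table 2 and of the text of the paper, the 10 largest differences each way per comparison among genes over 2-fold with both sides above the floor, up to 4 genes per list with the largest ratios, and the deleted genes. The values in Table 2 were seen when that rule was written.

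The test was tried on simulated data for the indole comparison, with 1258 genes and 50 changed genes of each size. Limma recovered 28% of log2 changes of 1, 98% of 2, and 100% of 3 and of 4, and called 2 of 1058 unchanged genes. The rule of 2-fold at the floor recovered 28%, 54%, 64% and 66% of them and called 9 unchanged genes. The simulated spread was normal and shared by genes of like signal, with no difference between array sets. These rates hold for that setting and are not the power of the test on the real arrays.

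The alternatives covered other floors, none, a pseudocount of 100, arrays scaled to the same median, quantile normalization, ratio limits of 1.5 and 3, intergenic probe sets, each indole array alone and other limma settings. The closing section gives their effect. A DMF array for indole replicate 2 was not used here.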

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

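The limma contrast for the media was chosen only after the results were seen. Glucose in the medium of wild type, a comparison of arrays for which the paper gives no result, had 9 genes over 2-fold higher and 82 lower in LB glu than in LB, where the 2 indole arrays, of one condition, had 7 and 9 between them. Quantile normalization turned the glucose counts to 29 higher and 18 lower. The medium cannot be told apart from a difference between arrays. The average background before scaling was 43.74 and 49.94 on the LB arrays and 29.28 to 32.19 on the LB glu arrays. The indole pair lies within LB glu and does not cover this difference. In limma, with the spread of the indole arrays for this comparison of 1 array with 1, none of 1258 genes passed for glucose (122 at an unadjusted p under 0.05).

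5 genes outside Table 2 were picked out because they were among the largest differences with indole in the same direction on both arrays, and none passed limma. The toxin gene yafQ had a log2 ratio of 1.40. That of the antitoxin gene mqsA was 1.347, and that of bfd, which encodes a ferredoxin of iron storage, was 1.32. The acid-stress chaperone gene hchA had a log2 ratio of -1.41. For rpsL, which encodes a protein of the small ribosomal subunit, it was -1.26.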

How the results depend on the processing

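The floors of 100, of 200 and from araA, araB, rhaA and rhaB, the pair of settings with no floor and rescaled arrays, and the limma contrasts for glucose and for yceP with DMF were chosen only after the values were seen. Of 157 ratios of named genes under 1678 alternatives, 1415 moved by less than the spread between the indole arrays, 263 moved further, and none of those over 2-fold apart changed sign. For gene list medians the measure was instead the spread of the ratios among the genes of the list, with a set minimum. Of 75 such medians under 800 alternatives, 610 moved by less than this, 186 moved further, and 4 changed sign among the medians that lay outside the middle 95% of random lists. Of 13 counts under 178 alternatives, 51 stayed within 1.5 times and 127 did not. No paired analysis was possible because only 1 condition has more than 1 array. For the same reason limma leaves no residual degree of freedom without one of the indole arrays, so it was not run that way. The counts by the floor are limited by its height, since 66.5 to 73.3% of the genes of an array are at or under it, while 1.77 to 13.3% are at or under the lower floor from araA, araB, rhaA and rhaB. For the moves below the cause was not tested, except that a lower floor or limit admits more genes by construction.

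These 4 sign changes were in 2 lists. With no floor, the sign differed between the signals as deposited and the 2 rescalings in 20 of the 75 medians (3 for indole, 9 for trpE and 8 for tnaA), most of them small. The median of the ribosomal RNA genes in trpE was -0.026 under quantile normalization, with or without a floor. These genes were among the 22 with the highest signals on every array, which holds that median near 0. The median of the acid-resistance genes of the study in tnaA was 0.0092 with arrays scaled to the same median, with or without a floor. Scaling to the same median moved the median of all genes in tnaA from -0.16 to 0.05, and quantile normalization to -0.03, with no floor.

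Counts are given as higher and lower. For indole they were 20 and 25 as reported, 35 and 47 with no floor, 12 and 16 with 2 times the floor, 87 and 86 at a ratio limit of 1.5 and 2 and 8 at a limit of 3. Leaving out each indole array in turn gave 14 to 53 higher and 22 to 43 lower, and 10 were higher when both arrays had to be over 2-fold. Without replicate 1, 42 of the 45 genes called remained among 96, and without replicate 2, 30 among 36. With a floor of 100 they were 31 and 39, with no floor and arrays scaled to the same median 33 and 53, and with no floor and quantile normalization 44 and 55. Of the 45 genes, 45 were called after either rescaling with the floor, and 28 with 2 times the floor.

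For trpE they were 39 and 18 as reported, 74 and 54 with no floor, 84 and 75 at a limit of 1.5 and 6 and 3 at a limit of 3. A floor 2 times as high left 8 lower, and intergenic probe sets made 30 lower. The floor from araA, araB, rhaA and rhaB gave 67 and 36, a floor of 100 gave 71 and 49, and a floor of 200 gave 65 and 36. With no floor, 78 were lower with arrays scaled to the same median, and 80 higher and 62 lower with quantile normalization. Scaling to the same median with the floor gave 31 and 27, and quantile normalization 29 and 21. In limma, with the spread of the indole arrays, 0 and 0 passed (61 at an unadjusted p under 0.05).

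For tnaA they were 28 and 8 as reported, 50 and 363 with no floor, 137 and 42 at a limit of 1.5 and 6 and 3 at a limit of 3. A floor 2 times as high left 1 lower, the pseudocount of 100 gave 121 lower, and intergenic probe sets made 53 higher. Scaling to the same median gave 58 and 7, and quantile normalization 8 and 10. The floor from araA, araB, rhaA and rhaB gave 168 lower, a floor of 200 gave 140 lower, and a floor of 100 gave 43 and 301. With no floor, arrays scaled to the same median gave 100 and 235, and quantile normalization 120 lower. In limma 1 was higher and 0 lower (69 at an unadjusted p under 0.05).

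Between the 2 indole arrays they were 7 and 9 as reported, 17 and 123 with no floor, 104 and 36 at a limit of 1.5 and 4 and 0 at a limit of 3. A floor 2 times as high left 2 lower, the pseudocount gave 37 lower, and intergenic probe sets made 24 higher. Scaling to the same median gave 12 higher, and quantile normalization 20 lower. The floor from araA, araB, rhaA and rhaB gave 13 and 70, a floor of 100 gave 14 and 111, and a floor of 200 gave 13 and 63. With no floor, arrays scaled to the same median gave 24 and 102, and quantile normalization 40 and 103.

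For glucose they were 9 and 82 as reported, 150 and 142 with no floor, 60 and 252 at a limit of 1.5 and 0 and 16 at a limit of 3. A floor 2 times as high left 2 higher, the pseudocount gave 60 higher, intergenic probe sets made 23 higher, and quantile normalization gave 29 and 18. The floor from araA, araB, rhaA and rhaB gave 80 and 134, a floor of 100 gave 135 and 139, and a floor of 200 gave 69 and 131. With no floor, arrays scaled to the same median gave 149 and 143, and quantile normalization 113 higher. In limma 0 and 0 passed (122 at an unadjusted p under 0.05).

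For yceP with DMF against wild type in LB glu they were 3 and 2 as reported, 19 and 11 with no floor, 28 and 26 at a limit of 1.5 and 0 and 1 at a limit of 3. The pseudocount gave 7 and 4, and intergenic probe sets made 8 and 4. Scaling to the same median gave 1 lower, and quantile normalization 5 lower. The floor from araA, araB, rhaA and rhaB gave 11 and 6, a floor of 100 gave 17 and 9, and a floor of 200 gave 10 and 5. With no floor, arrays scaled to the same median gave 19 and 9, and quantile normalization 24 and 24. In limma 0 were higher and 1 lower, the deleted yceP itself.

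Limma for indole passed 4 genes as reported, 11 with arrays scaled to the same median, 14 with quantile normalization, 7 without the filter on low signal and 0 without a trend (79 at an unadjusted p under 0.05). Genes of ribosomal proteins, translation factors, tRNA and ribosomal RNA over 2-fold higher were 35 in trpE, 18 in tnaA and 4 between the indole arrays as reported. They were 32 in tnaA and 7 between the indole arrays with arrays scaled to the same median, 21 in trpE and 7 in tnaA with quantile normalization, 49 in tnaA and 27 between the indole arrays at a limit of 1.5, and 6 in trpE and 5 in tnaA at a limit of 3. With no floor and arrays scaled to the same median they were 46 in tnaA and 9 between the indole arrays, and in limma 0 in trpE and 0 in tnaA. Of the 13 phage-related and 7 motility genes, none was called lower in tnaA as reported. No floor called 12 and 5 of them, the pseudocount 5 and 1, the floor from araA, araB, rhaA and rhaB 4 and 3, a floor of 100 called 10 and 4, and a floor of 200 called 4 and 3. With no floor, scaling to the same median called 10 and 2, and quantile normalization 5 and 1.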

Differences from the paper's values

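The paper's counts use a ratio above 2 and a change p-value under 0.05, and the counts here use the ratio at the floor alone. Settings with a floor of 100, of 200 or from araA, araB, rhaA and rhaB, and those with no floor and rescaled arrays, were chosen only after the results were seen. For genes induced by indole, the paper's count is 13 and the count here is 20. Of the alternatives set before the data were examined, it is within 1.5 times the paper's with 2 times the floor (12), without replicate 2 (14) and with over 2-fold on both arrays required (10), and not under the others (20 to 87, and 2 at a ratio limit of 3). Of the paper's 14 boldface induced genes these 3 settings drop 7, 5 and 7, and 5 are dropped as reported. No setting added after seeing the values closes that gap.

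For genes repressed in tnaA, the paper's count is 141 and the count here is 8. Of the alternatives set before the data were examined, only the pseudocount of 100 comes within 1.5 times (121), and it drops 17 of the paper's 43 boldface repressed genes. No floor gives 363, over 1.5 times the paper's count, and drops 3 of them, and the others are not within 1.5 times either. 3 settings chosen after seeing the values also do: the floor from araA, araB, rhaA and rhaB (168), which drops 25 of these 43, a floor of 200 (140), which drops 27, and no floor with quantile normalization (120), which drops 15. For phage-related genes repressed in tnaA, the paper's count is 13 and the count here is 0. Of the alternatives set before the data were examined, no floor (12) comes within 1.5 times and the others do not (0 to 5), and a floor of 100 (10) and no floor with arrays scaled to the same median (10), chosen after seeing the values, each drop 3 of the 13. For motility genes repressed in tnaA, the paper's count is 7 and the count here is 0. Among the alternatives set before the data were examined, only no floor (5) comes within 1.5 times, and no setting added after seeing the values does.

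For gadC with indole, Table 2 gives the paper's fold as 3.7 lower (SD 0.0), and here it is at least 6.95 lower at the floor, with the signal of replicate 2 just under it. Of the alternatives set before the data were examined, a floor 2 times as high gives only a lower bound of 3.53, with both indole signals under it, and no other comes within 1.5 times. For ycdF with indole, the paper's fold is 2.0 lower (SD 0.1), and here it is 3.09 lower, under none of the alternatives within 1.5 times.

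The paper states that deleting tnaA changed more genes than deleting trpE or adding indole. By the floor, 36 genes were over 2-fold apart for tnaA, 57 for trpE and 45 for indole, and with no floor 413, 128 and 82. The indole counts are unlike the others, since they use the mean of 2 arrays that share a direction. On replicate 1 alone indole gave 36 by the floor and 53 with no floor, and on replicate 2 alone 96 and 286. The paper places all of gadA, gadB, gadC, gadE and gadX within its limit for repression by indole. All of them had lower signals here on both arrays, and gadX alone was under 2-fold lower (1.53-fold). Its boldface genes all had the paper's direction here, 34 for indole, 9 for trpE and 45 for tnaA, and with no floor 32, 9 and 40 of the folds were within 1.5 times the paper's.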

Other observations

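The tests of background, of small RNAs, of tRNA genes between the indole arrays, of ribosomal protein genes, of strongly expressed genes and of replicate 1 against wild type were chosen only after the results were seen, as were the gene overlaps between comparisons. With indole, members of the ymgB locus had a median log2 ratio of -0.68, and of 4 tested none passed limma (2 at an unadjusted p under 0.05), but 4 of the 7 members are genes of Table 2 that the study chose on these arrays. Ribosomal protein genes had a median of -0.46, with 44 of 54 below 0 and none past limma (11 of 47 tested at an unadjusted p under 0.05), and 19 of 22 genes of the stationary-phase regulator RpoS were below 0 (median -0.30). The toxin genes mqsR and yafQ, each of a toxin and antitoxin pair, had higher signals on both arrays. The acid-resistance genes of the study, lower with indole, were also lower in trpE: all 8 were below 0 with a median of -1.04. The genes gadA, gadB, gadC, hdeA and valY were over 2-fold lower in both comparisons, and ffs, leuP, leuQ and leuT over 2-fold higher. Between the 2 indole arrays, of one condition, ffs was itself 2.95-fold higher on replicate 2, and leuP was also higher there. The comparisons of indole and of trpE share no array, but the study chose the acid-resistance genes on these arrays.

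In wild type, ribosomal RNA genes had lower signals in LB glu than in LB (median -1.61 with 18 of 18 over 2-fold lower). Their probe sets can be shared between near-identical copies, so these are not 18 separate observations. Quantile normalization put their median at 0 but cannot test the difference, since on every array these genes were among the 22 with the highest signals. The RNase P RNA gene rnpB was 6.19-fold lower, lpxC 4.08-fold and mtr 3.64-fold lower. The genes gadB and cspA were 2.36-fold and 2.87-fold higher, and tnaA itself read 257.5 with and 245.6 without glucose. The yceP array with DMF had few genes over 2-fold from wild type in LB glu, with ihfB and osmE over 2-fold higher and rbsD 2.01-fold lower. With no floor, the acid-resistance genes of the study had a median of 0.45 on it against wild type. This was 0.48 with arrays scaled to the same median and 0.36 after quantile normalization. The same array is the only baseline of the indole comparison.

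With no floor, 363 genes were lower and 50 higher in tnaA. Between the 2 indole arrays, of one condition, 123 were lower and 17 higher on replicate 2 with no floor. Lower calls made up 87.9% of the calls in both, so such an excess is not particular to tnaA. After quantile normalization with no floor the indole pair had 103 lower and 40 higher. The 59 probe sets for absent sequences had a median log2 ratio of 0.54 (standard error 0.17 across probe sets of 1 pair of arrays). This cannot decide on a lower background on the tnaA array, since signals were multiplied by a scale factor of 3.96 there and 1.6 in wild type in LB. The average background in the array reports, before scaling, was not lower, at 49.94 on the tnaA array and 43.74 in wild type in LB. The scaling of arrays with a different spread of signals is argued against as the whole cause, since after quantile normalization with no floor lower calls were still 3.64 times the higher ones (120 and 33), although most lower calls were lost. The deletion itself stays open: the median of all genes was -0.16, and with 1 array per strain it cannot be told apart from the array.

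Transfer RNA genes were higher in both trpE and tnaA. A higher output of the whole translation apparatus in trpE is argued against by a median of -0.34 for ribosomal protein genes, 41 of 54 below 0. In tnaA it stays open, since their median was 0.37 with the signals as deposited and 0.06 after quantile normalization. An RNA extract that kept more small RNAs may account for part of the higher tRNA signals. The 13 other small RNA genes had medians of 1.14 in trpE and 0.24 in tnaA. Most of them are the small ribosomal RNA genes rrfA to rrfH, near-identical copies, so both medians are values of ribosomal RNA. The rest (dicF, dsrA, ffs, spf and ssrS) were scattered, from -0.36 to 1.47 in trpE and from -1.85 to 1.14 in tnaA. The 16S and 23S genes, which are long, had medians of 1.05 and 0.25. A gain of small RNAs therefore cannot be told apart from a rise in all stable RNA. Differences between arrays of one condition stay open as well, with a tRNA median of -0.31 between the indole arrays against 0.46 in trpE and 0.84 in tnaA, from 1 pair of arrays. An effect of either deletion on tRNA was not tested.

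Indole replicate 2 was over 2-fold from DMF at 286 genes and replicate 1 at 53. Noise of a dim array at low signals is argued against as the whole cause by strongly expressed genes. These were the 434 genes with the highest signals in wild type in LB glu, an array outside the comparison. Of them 78 were over 2-fold from DMF on replicate 2 and 29 on replicate 1, a ratio of 2.69. Its standard error of 0.22 on the natural log scale takes the 2 counts as independent. The counts share their genes and the DMF array, and that error holds no spread between arrays. A difference between the array sets, noise at any signal and culture differences cannot be told apart with 1 array each. For 204 genes over 2-fold on replicate 2 and above the lower floor of 178, the median log2 ratio of replicate 1 to wild type in LB glu, signed by replicate 2, was 0.18, with 132 in the same direction, and a low value is what each of these would give.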
